# Identification of a new allele of *BraA09g066480.3C* controlling the wax-less phenotype of Chinese cabbage

**DOI:** 10.1186/s12870-023-04424-3

**Published:** 2023-09-01

**Authors:** Chuanhong Liu, Longfei Yu, Lu Yang, Chong Tan, Fengyan Shi, Xueling Ye, Zhiyong Liu

**Keywords:** Flowering Chinese cabbage, Epidermal wax, Bulked segregant analysis (BSA), Transcriptome sequencing

## Abstract

**Background:**

Epidermal wax covers the surfaces of terrestrial plants to resist biotic and abiotic stresses. Wax-less flowering Chinese cabbage *(Brassica campestris* L. ssp. *chinesis* var. *utilis* tsen et lee) has the charateristics of lustrous green leaves and flower stalks, which are of high commercial value.

**Results:**

To clarify the mechanism of the wax deficiency, the wax-less flowering Chinese cabbage doubled-haploid (DH) line ‘CX001’ and Chinese cabbage DH line ‘FT’, obtained from isolated microspore culture, were used in the experiments. Genetic analysis showed that the wax-less phenotype of ‘CX001’ was controlled by a recessive nuclear gene, named *wlm1* (*wax-less mutation 1*), which was fine-mapped on chromosome A09 by bulked segregant analysis sequencing (BSA-seq) of *B.rapa* genome V3.0. There was only one gene (*BraA09g066480.3C*) present in the mapping region. The homologous gene in *Arabidopsis thaliana* is *AT1G02205* (*CER1*) that encodes an aldehyde decarboxylase in the epidermal wax metabolism pathway. Semi-quantitative reverse transcription PCR and transcriptome analysis indicated that *BraA09g066480.3C* was expressed in ‘FT’ but not in ‘CX001’. *BraA09g066480.3C* was lost in the CXA genome to which ‘CX001’ belonged.

**Conclusion:**

The work presented herein demonstrated that *BraA09g066480.3C* was the causal gene for wax-less flowering Chinese cabbage ‘CX001’*.* This study will lay a foundation for further research on the molecular mechanism of epidermal wax synthesis in flowering Chinese cabbage.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-023-04424-3.

## Background

Epidermal wax is the grayish-white fatty substance that coats the surfaces of the above-ground parts of terrestrial plants [1]. Plant epidermal wax has a variety of ecological functions, such as preventing non-stomatal water loss from plants, maintaining plant surface cleanliness, resisting pests and diseases, and providing a protective barrier against biotic and abiotic stresses [2]. In addition, epidermal wax is also involved in various physiological functions such as fruit and leaf morphological development and preventing fruit cracking, and it has an effect on plant fertility [3]. As an important bolting vegetable, flowering Chinese cabbage is a famous specialty vegetable in China, and also has a large cultivated area and yield in South China. The stem is the main edible part of flowering Chinese cabbage. Stems lacking epidermal wax exhibit enhanced tenderness, rendering them highly favored by consumers and holding significant economic value.

The synthesis of cuticular wax begins in the plastids of epidermal cells [4]. Acylacetyl-CoA generates C16 and C18 fatty acids from the actions of fatty acid synthase and acetyl coenzyme A carboxylase. C16 and C18 fatty acids are catalyzed by long-chain acyl-CoA synthase (LACS) to generate acyl-CoAs, which are then transferred to the endoplasmic reticulum (ER) for extended synthesis to generate C20-C34 ultra-long-chain fatty acids, and then to synthesize very-long-chain fatty acids (VLCFAs). Derivatives of VLCFAs are generated in two ways, one of which is the acyl reduction pathway. VLCFAs can be reduced to primary alcohols by reductases, and the primary alcohols can further form cuticular waxes with fatty acids. The other way in which VLCFAs are derivatized is decarbonylation. Under the actions of reductases, fatty acids mainly produce alkanes, aldehydes, alcohols (primary and secondary), esters, fatty acids and ketones [5, 6]. After VLCFA derivatives were synthesized in the endoplasmic reticulum (ER), they were transported from the ER to the cell membrane, passed through the cell wall, and were secreted into the stratum corneum, forming cuticular wax [7].

Dellaert et al. [8] reported the first epidermal wax *eceriferum* (*cer*) mutant in *Arabidopsis thaliana*, and subsequently a great many genes involved in the regulation, biosynthesis, and transport of waxes were identified. Wax-related genes have been reported in many plant species such as maize (*Zea mays*) [9], barley (*Hordeum vulgare*) [10], cucumber (*Cucumis sativus*) [11], tomato (*Solanum lycopersicum*) [12], wheat (*Triticum aestivum*) [13], rice *(Oryza sativa*) [14], and sorghum (*Sorghum bicolor*) [15]. The epidermal wax-related gene *BnCER1* was mapped to A09 chromosome in *Brassica napus* [16] In cabbage, *BrWax1* was mapped to A01 chromosome [17]; *BoCER1* had a 2,722-bp insertion [2] and a 252-bp insertion [18] respectively, resulting in a wax-deficient phenotype. The *BrCER1* gene of the wax less mutant of non-heading Chinese cabbage had a 39-bp deletion [6]. In the *Brcer1* gene of Chinese cabbage, there was a single-base C to T transition which resulted in the loss of epidermal wax [19]. The gene responsible for the *wlm1* mutation has not been fine mapped in flowering Chinese cabbage.

In this study, scanning electron microscopy (SEM) observation showed that the surfaces of ‘CX001’ plants are smooth and are without wax. We mapped the wax-less gene *wlm1* in flowering Chinese Cabbage using BSA-Seq and found that the loss of *BraA09g066480.3C* on chromosome A09 resulted in plants with a wax-less, smooth-surface phenotype. Semi-quantitative RT-PCR analysis and transcriptome analysis showed that *BraA09g066480.3C* was not expressed in ‘CX001’. The genome sequence of CXA (the wax-less line) in the *Brassicaceae* Database indicated that the locus *BraA09g066480.3C* has been lost in flowering Chinese cabbage line ‘CX001’. This suggests that *BraA09g066480.3C* plays a key role in wax synthesis in flowering Chinese Cabbage.

## Materials and methods

### Plant materials

‘CX001’ is a doubled-haploid line of flowering Chinese cabbage, obtained from microspore culture isolated from ‘Super Grade 50 Sweet Flowering Chinese Cabbage’, with bright green leaves and stems. ‘FT’ is a DH line of Chinese cabbage, obtained from microspore culture isolated from ‘FT50’. The materials were planted in Shenyang Agricultural University. ‘CX001’ and ‘FT’ were used as parents to prepare F_1_, F_2_, and BC_1_ populations for use in genetic analysis and gene mapping. F_1_ crossed with ‘FT’ to get BC_1_P_1_, crossed with ‘CX001’ to get BC_1_P_2_. The plants were cultivated in a greenhouse at Shenyang Agriculture University. The seeds were germinated on infiltrated filter paper and then vernalized for 15 days in a 4-degree refrigerator. After vernalization, the seeds were planted in seedling trays and grown in the greenhouse. After 25 days, the seedlings were transplanted into nutrition bowls within the greenhouse. During the bolting stage, the presence of epicuticular wax on stems and leaves was visually assessed to determine its presence. Wax-covered plants exhibited a grayish-white appearance, while wax less plants had a glossy surface.

### SEM analysis

Buds, stems, leaves, and siliques of ‘CX001’ and ‘FT’ were harvested for SEM analysis. The leaves were cut into 0.5 cm squares and fixed overnight in pentanediol, dehydrated, frozen in liquid nitrogen, lyophilized, and plated with gold. The samples were observed with a Hitachi Regulus 8100 (Japan) scanning electron microscope.

### DNA and RNA isolation

Fresh leaves were harvested at the bolting stage for DNA and RNA extraction. The cetyltrimethylammonium bromide (CTAB) method [20] was used for DNA isolation. The concentration of DNA was adjusted to 50 ng/μL. RNA was extracted from ‘FT’ and ‘CX001’ using the RNAprep pure Plant Kit (Tiangen) following the manufacturer's instructions. Total RNA was reversed-transcribed into cDNA using the TransScript One-Step gDNA Removal and cDNA Synthesis Kit (Trans, Beijing, China).

### BSA by resequencing

For BSA-seq, we selected 50 wax-less F_2_ plants to construct the WL-pool. Genomic DNA was isolated from the parental lines and WL-pool, fragmented into 400 bp fragments by sonication. These fragments underwent end repair, adapter ligation, purification, and PCR amplification for library preparation. Following library construction, preliminary quantification was performed using Qubit 2.0, and insert fragment lengths were determined using Agilent BioAnalyzer 2100. The average fragment length was appropriate. qPCR accurately quantified the library’s effective DNA concentration to ensure quality. The library was then sequenced using the Novaseq 6000 platform (Illumina, San Diego, CA, USA), and the sequencing mode was PE150. The off-machine data was quality-controlled with FastQC v0.11.7 [21], and clean data was obtained after removing low-quality sequences and reads containing sequencing adapters. The clean reads were compared to *B*.*rapa* genome V3.0 Database (http://www.brassicadb.cn/#/Download/) using BWA v0.7.12 [22] and the duplicate results were removed by Picard v1.94, and SNP and InDel detection and annotation were performed based on the alignment results.

SNP and InDel detection was performed using GATK v3.8.1 UnifiedGenotyper [23]. The SNPs and InDels were further filtered using the following criteria: SNPs were filtered with ‘QD < 2.0 || FS > 60.0 || MQ < 40.0 || SOR > 3.0 || MQRankSum <  − 12.5 || ReadPosRankSum <  − 8.0 || QUAL < 30.0’, and InDels with ‘QD < 2.0 || FS > 200.0 || QUAL < 30.0 || ReadPosRankSum <  − 8.0’. Sites with missing data were excluded.

After SNPs and INDELs were called, the SNP-index was calculated to locate regions related to the wax-less trait. The SNP-index value was obtained by following the methods in ‘Genome sequencing reveals agronomically important loci in rice using MutMap’ [24].

### Fine mapping of *wlm1* gene based on InDel marker

Validation and further shortening of the candidate intervals of the BSA-seq-identified *wlm1* gene by InDel molecular marker linkage analysis. The sequences within the candidate intervals were downloaded from the *B.rapa* genome V3.0 database. InDel primer design was accomplished via utilization of Primer Premier 5.0 software [25]. Polymorphism screening between the two parents and the two mixed pools was performed using InDel primers. The screened polymorphic InDel markers were used to narrow down the candidate interval in the F_2_ population. Primer screening and population linkage analysis were performed using 10 μL system PCR reactions and agarose gel electrophoresis. The recombination values were converted to the distance of the genetic map (cM) according to Kosambi's mapping function [26].

### Transcriptome analysis

Stems of ‘FT’ and ‘CX001’ were selected for RNA extraction, with three replicates per sample. The integrity and purity of the total RNA were determined using the Bioanalyzer 2100 and the RNA 6000 nano LabChip kit. After passing quality inspection, a sequencing library was constructed that was sequenced on an Illumina Hiseq4000 instrument using the PE150 mode. The raw read data was transformed into nucleotide sequences by base calling. The data was preprocessed by removing reads with joints and those that contained poly-A and poly-G tracts, reads containing > 5% Ns, and low-quality reads in which > 20% of the bases had Q scores < 10. The clean data reads were aligned to the reference genome using Hisat2 software (http://ccb.jhu.edu/software/hisat2/index.shtml) to assemble the transcripts. Based on the Hisat2alignment results, the transcripts were assembled using StringTie v2.1.4 [27] and the expression levels of all genes in each sample were calculated. The criteria for identifying differentially expressed genes (DEGs) were q-value < 0.05 and |log2 fold-change|> 1. The gene expression levels were measured using FPKM through the Stringtie v2.1.4. Differential expression analysis was performed with DESeq2 [28].

A bidirectional clustering analysis of the union of DEGs and samples was performed using the Pheatmap v1.0.12 software package in R language, clustering based on the expression levels of the same gene in different samples and the expression patterns of different genes in the same sample, with Euclidean method used to calculate distances and complete linkage in hierarchical clustering performed.

For Gene Ontology (GO) enrichment analysis, we used topGO v2.40.0 [29] and found significant GO terms with a P-value < 0.05 using the hypergeometric distribution method.

For Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis, we used clusterprofiler [30] and found significant KEGG pathways with a *P*-value < 0.05 using the hypergeometric distribution method [31].

### Semi-quantitative reverse transcription PCR (RT-PCR)

RNA extracted from flowers, stems, leaves, siliques, buds, and roots of ‘FT’ and ‘CX001’ at the bolting stage were used for semi-quantitative RT-PCR analysis. The internal expression control was the ACT gene and primers for *wlm1-1* were designed to amplify cDNA fragment (Table S1). Each 10 μL PCR mixture contained 1 μL cDNA. There was an initial denaturation at 94 °C for 5 min, followed by 35 cycles of denaturation at 94 °C for 30 s, annealing at 54 °C for 30 s, and extension at 72 °C for 1 min. The amplified DNA fragments were examined by electrophoresis on a 2% agarose gel.

### Quantitative Real-Time PCR (qRT—PCR)

RNA extracted from stems of ‘FT’ and ‘CX001’ was reverse transcribed into cDNA. Quantitative real-time PCR (qRT-PCR) assays were performed on a QuantStudio 6 PCR system using Ultra SYBR Mixture dye (Kangwei Century, Beijing, China). The internal control for gene expression was the ACT gene. Three biological replicated and three technical replicated each. The 2^−ΔΔCt^ method was used to calculate relative expression levels.

## Results

### Morphological characterization and genetic analysis of wax-less flowering Chinese cabbage

Compared with the gray phenotype of ‘FT’ plants, the wax-less flowering Chinese cabbage plants exhibited a smooth green surface (Fig. 1a, b). SEM analysis was used to determine the structure of the wax on the surfaces of the buds, stems, leaves, and siliques of ‘FT’ and ‘CX001’. Our observations revealed that the epidermis of ‘FT’ plants showcased a substantial presence of columnar and flaky wax crystals (Fig. 2a), whereas ‘CX001’ plants exhibited an almost complete absence of wax crystals on their epidermal surfaces (Fig. 2b).

**Fig. 1:**
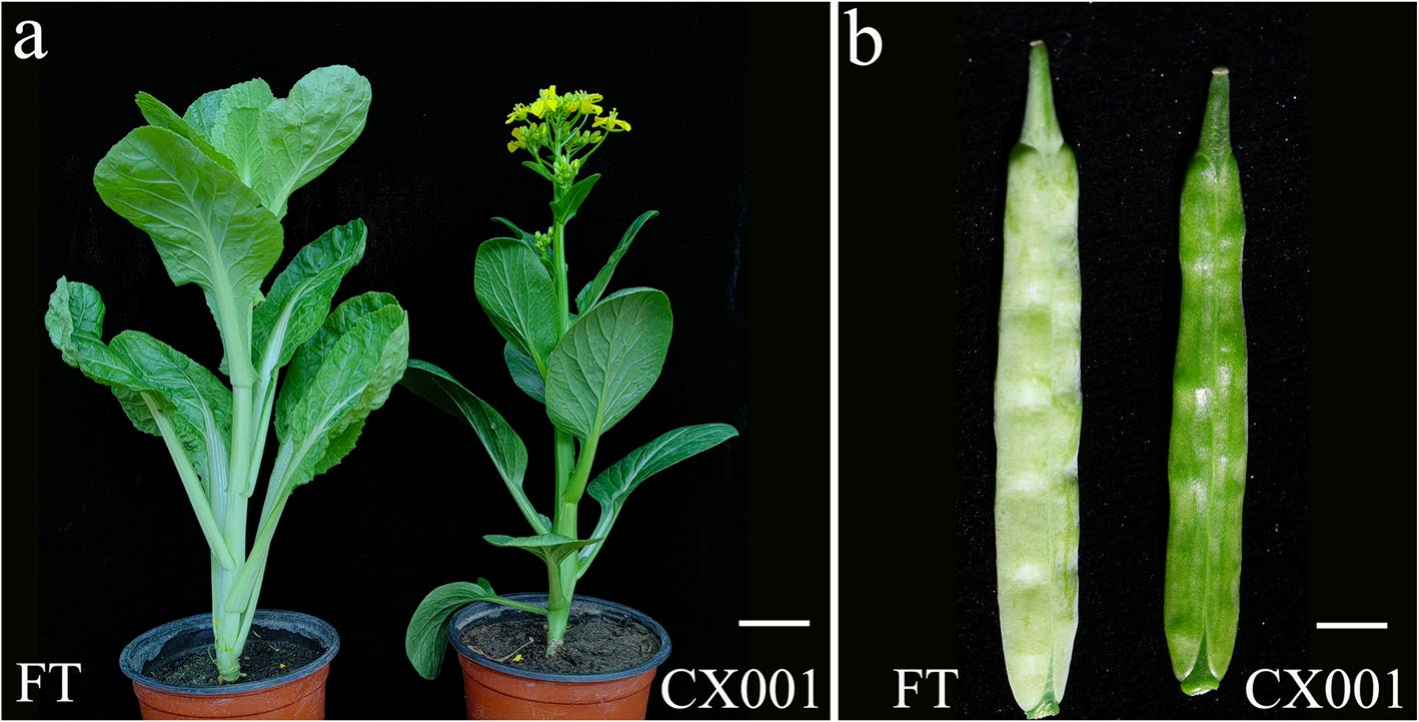
Plant phenotypes of ‘FT’ and ‘CX001’. **a** Plants of ‘FT’ and ‘CX001’ at the bolting stage. Bar = 4 cm. **b** Mature siliques of ‘FT’ and ‘CX001’. Bar = 6 mm

**Fig. 2:**
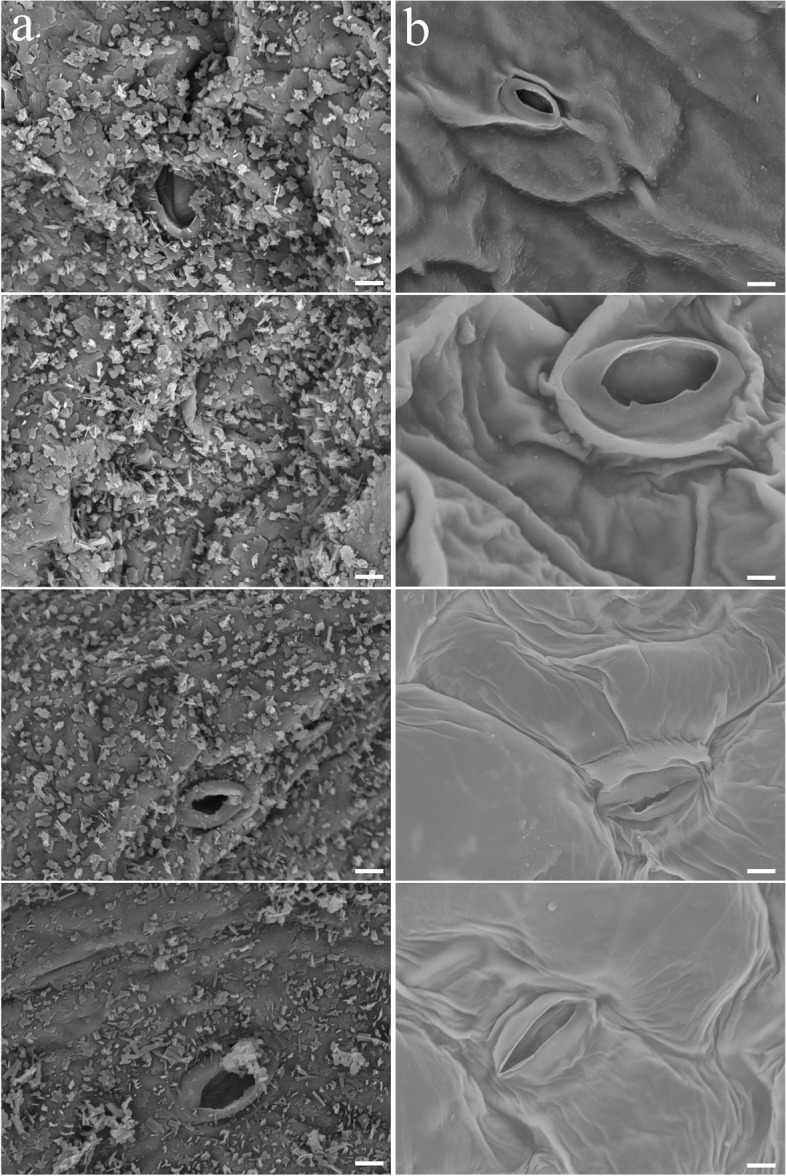
SEM observations were conducted on ‘FT’ and ‘CX001’. **a** Different parts of ‘FT’. From top to bottom were bud, stem, leaf and silique. **b** Different parts of ‘CX001’. From top to bottom were bud, stem, leaf and silique

To investigate the heritability of the wax-less phenotype in ‘CX001’, the parental lines ‘CX001’ and ‘FT’ were crossed, and the F_1_ and F_1_′ generation plants all showed the gray epidermal phenotype, indicating that the wax-less trait from ‘CX001’ was controlled by one or more recessive nuclear genes. In a population consisting of 4,390 F_2_ plants, 3,287 were waxy and 1,103 plants showed the wax-less phenotype, with a waxy/wax-less segregation ratio of 2.98:1. A Chi-squared test showed that the segregation ratio in the F_2_ population fitted the expected segregation ratio of 3:1 (χ^2^ = 0.038 < χ^2^0.05 = 3.84) for a single recessive gene. The segregation ratio of the BC_1_P_2_ generation was 1:1 (χ^2^ = 0.186), and all of the BC_1_P_1_ progeny showed the waxy phenotype, indicating that the wax-less phenotype of ‘CX001’ was controlled by a recessive nuclear gene (Table 1).

**Table 1:** Genetic analysis in *wlm1*

Generation	Total	Waxy	Wax less	Segregation ratio	χ^2^	χ^2^_0.05_
P_1_ (FT)	30	30	0			
P_2_ (CX001)	30	0	30			
F_1_ (P_1_ × P_2_)	200	200	0			
F_1_′(P_2_ × P_1_)	200	200	0			
F_2_	4390	3287	1103	2.98:1	0.038	3.841
BC_1_P_1_ (F_1_ × FT)	163	163	0			
BC_1_P_2_ (F_1_ × CX001)	342	168	174	0.97:1	0.186	3.841

### Preliminary localization of *wlm1*

165529406, 144107158 and 160332,644 paired-end raw reads were obtained by high-throughput sequencer from WL-pool, ‘CX001’, and ‘FT’, respectively. After preprocessing raw reads, we generated 162,373,920, 136,686,604, and 157,381,608 valid reads (125-base) from the WL-pool, ‘CX001’, and ‘FT’, respectively. We used BWA [22] to align the reads to the reference genome, and the alignment results were de-duplicated with samtools v1.9. A total of 3,182,479, 2,378,095, and 1,812,142 reads remained after the WL-pool, ‘CX001’, and ‘FT’ were aligned to the reference genome. We analyzed the SNP and INDEL loci on the genome and obtained SNP and InDel information for each sample. A total of 3,323,198 SNP and 682,997 INDEL were obtained. To directly reflect the distribution of the SNP-index on the chromosomes of the mutant progeny, we made a location map (Fig. 3a). A sliding window calculation was performed based on the above results. With 90% as the standard, the candidate interval size was 29.49 Mb, distributed on chromosomes A03, A09 and A10 (Table S2, S3). With 95% as the standard, the candidate interval size was 14.78 Mb, distributed on chromosomes A03, A09 and A10 (Table S4, S5). The regions with SNP-index values in the top 1% were screened. From this analysis we identified a candidate genomic region for *wlm1* that extended from 42 to 45 Mb on chromosome A09 (Fig. 3b).

**Fig. 3:**
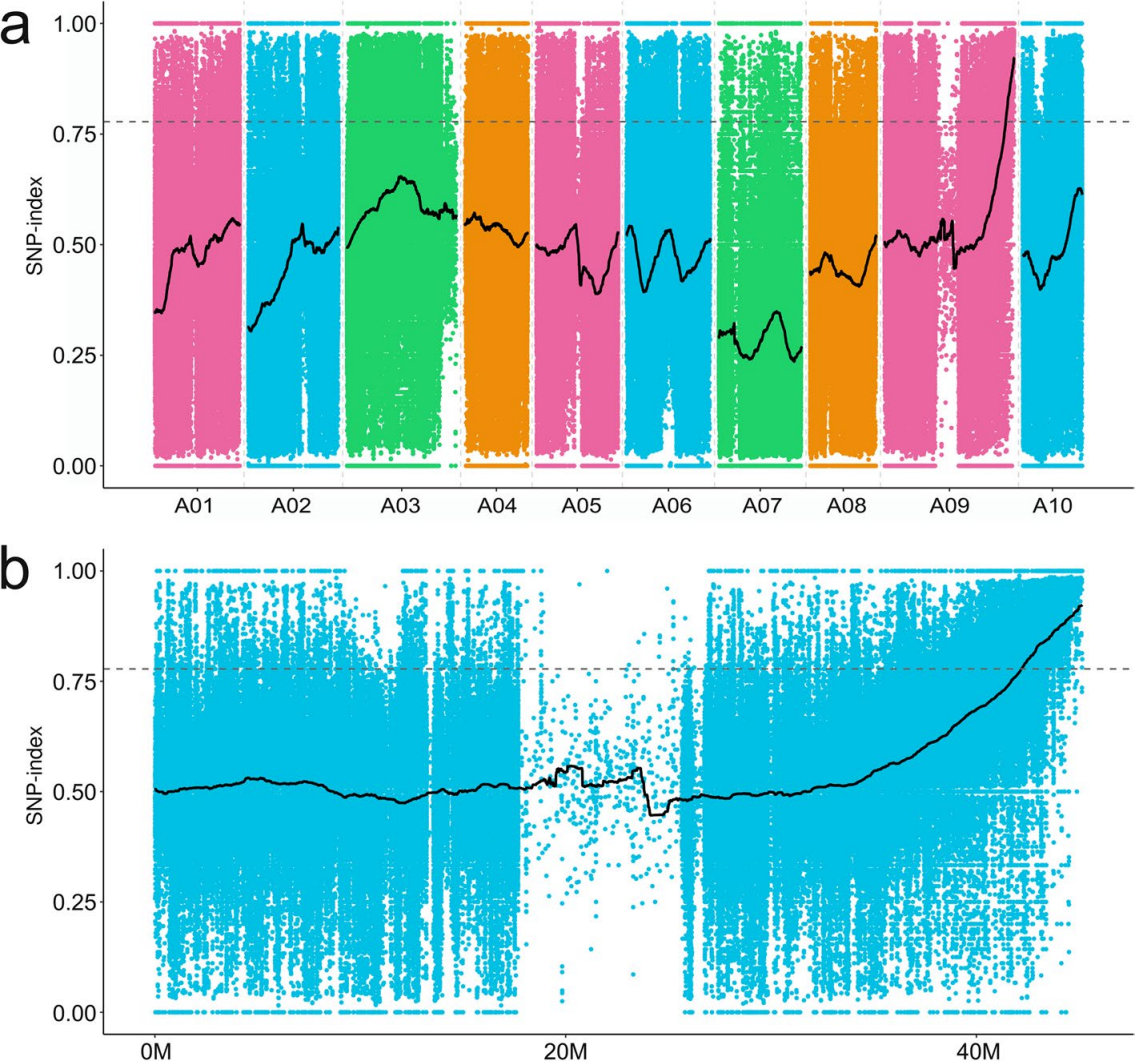
SNP-index positioning diagram. **a** Distribution of SNP-indexes on the 10 Chinese cabbage chromosomes. **b** The wax-less trait was mapped to a candidate gene localization region on chromosome A09. The dotted line represents the threshold value, which was selected based on the 99% quantile value of the black fitting curve

### Fine mapping of the *wlm1* gene

To further map the genetic position of the *wlm1* gene in flowering Chinese cabbage, 20 pairs of Indel marker primers (Table S6) were designed for the 3-Mb candidate genome region on chromosome A09. We screened 1,722 wax-less F_2_ plants and identified five polymorphic markers; IndelY-1, IndelY-9, IndelY-17, IndelY-18, and IndelY-20. The mapping results showed that the IndelY-1, IndelY-9, IndelY-17, IndelY-18, and IndelY-20 loci were on one side of *wlm1*, and the other side of *wlm1* was the end of chromosome A09. The *wlm1* gene was mapped to a region between the IndelY-20 locus and the end of the chromosomes. The genetic distance between the IndelY-20 and *wlm1* loci was 0.06 cM. The physical distance between the IndelY-20 locus and the end of chromosome A09 was 12.70 kb (Fig. 4). Only one gene, *BraA09g066480.3C*, was predicted to be present in the mapping region.

**Fig. 4:**
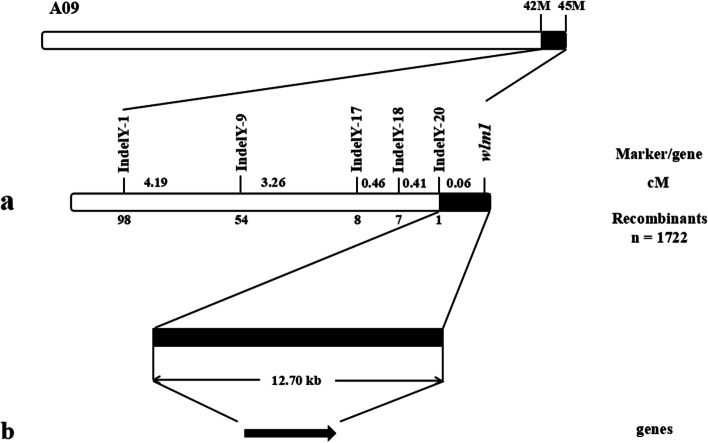
Genetic and physical maps of the *wlm1* locus in flowering Chinese Cabbage. (**a**) *wlm1* was mapped between the IndelY-20 locus and the end of chromosome A09. The 12.70 kb candidate region contained one gene. The numbers below the molecular marker loci represent the number of recombinants. The numbers to the right of the molecular marker loci represent the genetic distance between the marker and the candidate gene. (**b**) The 12.70 kb region containing *BraA09g066480.3C*. n: Population number of F_2_ generation wax-less plants

### Semi-quantitative RT-PCR analysis of *BraA09g066480.3C*

cDNAs synthesized from RNA extracted from ‘CX001’ and ‘FT’ flowers, stems, leaves, siliques, buds, and roots were used as templates for semi-quantitative RT-PCR analysis. The *ACT* gene was used as the internal control for normalization of gene expression. The results showed that *BraA09g066480.3C* had the highest expression in flowers, followed by leaves, low expression in stem siliques and buds, no expression in roots of ‘FT’, while *BraA09g066480.3C* was not transcribed in the flowers, stems, leaves, siliques, buds, and roots of ‘CX001’ (Fig. 5, S1).

**Fig. 5:**
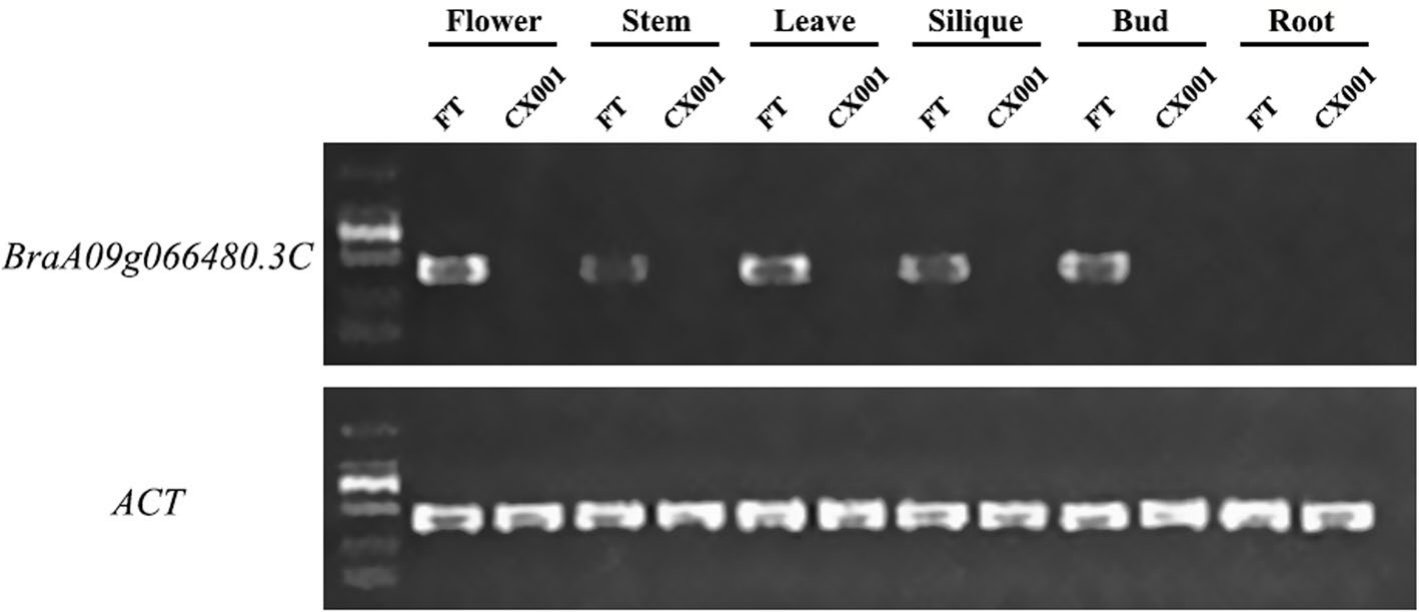
Semi-quantitative RT-PCR analysis of the expression of *BraA09g066480.3C* in flowers, stems, leaves, siliques, flower buds, and roots of ‘FT’ and ‘CX001’

### Transcriptome analysis

Based on the transcriptome sequencing results, a total of 141,208,258 raw reads (21.32 Gb) were obtained from ‘CX001’, and 129,714,776 raw reads (19.59 Gb) were obtained from ‘FT’ (Table S7). 

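Stem RNA of the wax-less flowering Chinese cabbage line ‘CX001’ and of ‘FT’, a Chinese cabbage line with epidermal wax, was sequenced. The instrument was an Illumina Hiseq4000, with 3 libraries per line. Both are doubled-haploid lines, of different crop types. The comparison therefore cannot separate effects of *wlm1* on any gene from other differences between the genomes of the lines. The methods speak of replicates without saying whether each came from a separate plant, so p-values measure the spread between these libraries only. By the per-library clean reads of Table S7, the ‘FT’ libraries held 39781234 to 41166328 clean reads (median 39786770) and the ‘CX001’ libraries 40894710 to 45771366 (median 44520232). By the methods, the authors aligned the reads with HISAT2 and tested genes with DESeq2. The submitters' processing notes also name TopHat2. The deposited results are labelled DESeq, so which version gave the p-values cannot be told. The authors' deposited table holds 33087 genes of *B. rapa*, each with its chromosome, start, end, coding length, best protein match, GO terms and KEGG pathways. Its expression values are the authors' mean of normalized counts in each line, which sum to 16323860 over genes in ‘FT’ and 16883466 in ‘CX001’. A single count in 1 library is called a read here. It added 0.321 to 0.351 to an ‘FT’ mean and 0.315 to 0.357 to a ‘CX001’ mean. Genes with means near 1 thus rest on about 3 reads over a line. Whether the authors counted single reads or read pairs is not stated. Fold changes are ‘CX001’ over ‘FT’, with the authors' p and adjusted p. Because the values per library are not part of that table, no count model was fitted here, and the errors between libraries are those contained in the authors' p-values. Genes are called higher or lower at the study's stated criteria, an adjusted p under 0.05 and a log2 fold change over 1 in size. Gene names are Arabidopsis proteins of best match given in the table, for 22984 of the genes, unless the study itself gives a name. From these values, gene lists fixed before the data were examined were counted and tested with limma's camera, and GO terms and KEGG pathways with Fisher's exact test. The background was the 26879 genes with a mean of at least 6.60 in either line, the lowest level at which any gene passed. A gene at 0 in 1 line is given a fold against a floor of 3 reads over the line, a mean of 1.05 in ‘FT’ and 1.07 in ‘CX001’.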

The average ratios of Q30 for ‘CX001’ was 94.56%, and ‘FT’ was 94.37%. 120,734,332 and 131,186,308 clean reads remained for ‘CX001’ and ‘FT’, respectively. Among the six cDNA libraries, 91.82% (FT_1), 92.15% (FT_2), 92.56% (FT_3), 89.84% (CX001_1), 90.07% (CX001_2), and 90.04% (CX001_3) of the clean reads could be aligned to the reference genome, whose distribution localized to regions for CDS, Intron, Intergenic and UTR. The highest percentage of clean reads were aligned to CDS for ‘CX001’ and ‘FT’, with an average of 89.93% and 90.32%, respectively.

A total of 8,202 DEGs were obtained from ‘FT’ and ‘CX001’, of which 3,927 genes were up-regulated and 4,275 genes were down-regulated in ‘CX001’ compared with ‘FT’(Fig. 6a). 

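Genes encoding lipid-transfer proteins, which bind lipids outside the cell, were among the largest falls in ‘CX001’ stems. The neighbours BraA02g011070.3C and BraA02g011080.3C, matched to *LTP4* and *LTP3*, had means of 1401 and 7556 in ‘FT’ and of 0.315 and 7.15 in ‘CX001’ in the authors' deposited table. The first of them thus rests on 1 read in ‘CX001’, 0.0225% of its ‘FT’ mean (exact Poisson 95% interval 0.000598% to 0.132%, counting error only), and the second had a log2 fold change of -10.05 (adjusted p = 1.1e-190). Among the largest rises, BraA03g013980.3C, matched to the receptor kinase *THESEUS 1*, went from 1.34 to 1817 (log2 fold change 10.40, adjusted p = 2.6e-16) in that table. BraA04g015030.3C, matched to a phenolic glucoside malonyltransferase (*PMAT2*), was listed at 0 in ‘FT’ and at 1356 in ‘CX001’, at least 1286-fold higher against the floor (adjusted p = 4.0e-131 in the authors' deposited table).

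At the stated criteria, 7372 genes of the table differed between the lines, 3452 of them up-regulated and 3920 down-regulated in ‘CX001’. Of these, 849 were listed at 0 in 1 of the lines. With the authors' p-values restricted to the 25993 genes with a mean of at least 10 in either line and adjusted again over those, 7336 genes passed, of which 7209 were shared with the 7372. The calls with p under 0.05 before adjustment and the same fold minimum hold 830 more genes, 475 higher and 355 lower, whose adjusted p was at or over 0.05.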

We conducted clustering analysis on DEGs, with red representing upregulated genes and blue representing downregulated genes (Fig. 6b). The darker the color, the higher the expression level. It is clear that the overall expression pattern of genes in the experimental group was significantly different from that of the control group, suggesting a significant inter-group difference and the grouping factor effectively separated the study individuals.

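Among genes that changed in ‘CX001’ stems, most auxin response genes were higher and most genes of the salicylic acid and pathogen response were lower, while most members of either list did not pass. Of 19 auxin response genes, 8 rose, 1 fell and 10 did not pass, with the same counts when adjusted over the list alone. In the authors' deposited table, *IAA19*, which encodes a repressor that auxin induces, went from 253 to 1476 in BraA01g036620.3C (log2 fold change 2.54, adjusted p = 1.5e-19) and from 622 to 2405 in BraA05g031540.3C (1.95, adjusted p = 4.1e-18). The list stood above the other genes (adjusted p = 0.022 from limma's camera over 21 lists with a preset correlation of 0.01). Without its most changed member its adjusted p = 0.12, and with a preset correlation of 0.05 its adjusted p = 0.18, so the call does not hold there, nor with members by the matching rule alone. It passed over all genes of the table and by ranks.

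Of 18 salicylic acid and pathogen response genes, 1 rose, 7 fell and 10 did not pass, again with the same counts when adjusted over the list alone. A *PR5* match, BraA07g038730.3C, which encodes an antifungal thaumatin-like protein, went from 11682 to 2023 (log2 fold change -2.53, adjusted p = 1.5e-31) in the authors' deposited table. The *PAD4* match BraA09g043570.3C, a regulator of defence, went from 1529 to 335 in it (-2.19, adjusted p = 9.6e-21). The only rise of that list was another *PR5* match, BraA06g014920.3C, from 87.2 to 673 in the authors' deposited table. The list's adjusted p = 0.036 from camera, against adjusted p = 0.19 without its most changed member and adjusted p = 0.18 at a preset correlation of 0.05, and it passed in none of the 5 alternatives.

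Single tissue markers changed as well. Of 23 genes of xylem and lignified walls, 8 rose, 0 fell and 15 did not pass (8 and 0 when adjusted over the list alone), with a median log2 fold change of 1.38 over the 21 with a mean of at least 10. The list did not pass by camera (adjusted p = 0.075) and passed by its ranks (adjusted p = 0.0022), a setting chosen after the data were seen. The phloem and epidermis lists did not pass as sets. The 8 xylem rises were matches to *XCP1*, *XCP2*, *FLA11*, *LAC4*, *LAC17* and *MYB46*, and no match to *CESA4*, *CESA7*, *CESA8* or *IRX9* passed. As only 8 of the 21 passed at a median of 1.38, other members exceeded the fold minimum and failed by their adjusted p. A member that did not pass is thus not shown to be unchanged. The xylem protease *XCP1* (BraA01g003050.3C) went from 1036 to 2699 (log2 fold change 1.38, adjusted p = 6.8e-07) in the authors' deposited table. Of 10 phloem markers, 0 rose and 3 fell, among them *APL* (BraA07g026240.3C), a regulator of phloem identity, at 130 in ‘FT’ and 11.7 in ‘CX001’ in that table. None of 12 epidermis markers passed, at 0 rises and 0 falls both ways of adjusting, and the epidermal regulator *ATML1* (BraA03g049720.3C) had 86.5 and 145 (log2 fold change 0.74, adjusted p = 0.060 in the authors' deposited table). Distances between single libraries were not computed, since only means per line were used here.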

**Fig. 6:**
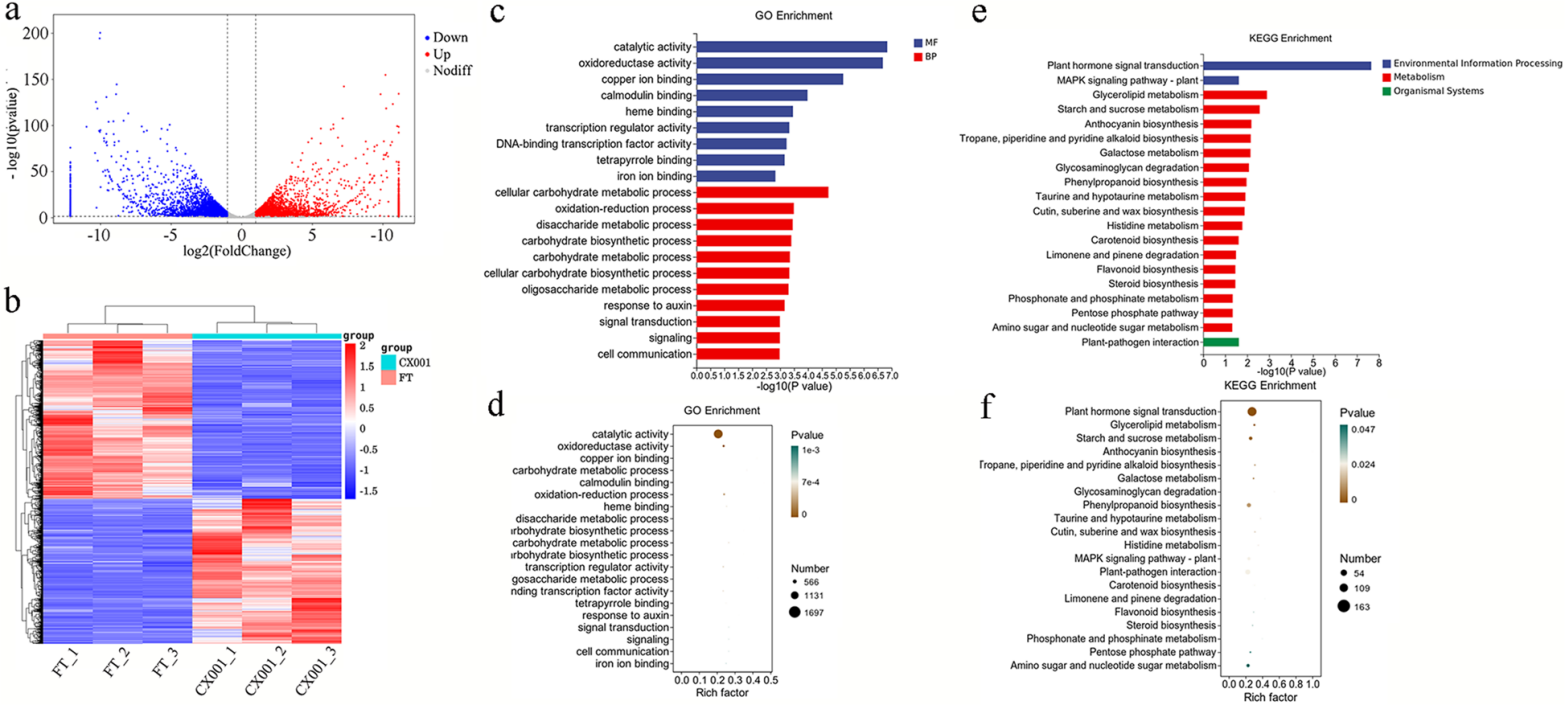
Transcriptome analysis of ‘FT’ and ‘CX001’. **a** Differentially expressed genes between ‘FT’ and ‘CX001’. **b** Cluster analysis of gene expression levels. **c** Histogram of GO enrichment results of DEGs between ‘FT’ and ‘CX001’. **d** Factor graph of GO enrichment results of DEGs between ‘FT’ and ‘CX001’. **e** Histogram of KEGG enrichment results of DEGs between ‘FT’ and ‘CX001’. **f** Factor graph of KEGG enrichment results of DEGs between ‘FT’ and ‘CX001’. We have obtained the appropriate copyright permission for KEGG images

GO enrichment analysis was performed on 8,202 DEGs which were enriched in 1,700 GO terms (Table S8). 

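Genes annotated with carbohydrate metabolic process rose in ‘CX001’ stems more often than other annotated genes. BraA08g009760.3C, matched to the xyloglucan endotransglucosylase *XTH15*, which loosens and rebuilds wall xyloglucan, went from 27.0 in ‘FT’ to 4109 in ‘CX001’ (log2 fold change 7.25, adjusted p = 4.6e-139) in the authors' deposited table. In the same authors' deposited table the beta-xylosidase match *BXL4* (BraA02g044660.3C) went from 12.7 to 1963 and the beta-glucosidase match *BGLU10* (BraA05g033960.3C) from 90.4 to 2842. Of the 276 genes annotated with carbohydrate metabolic process, 52 rose and 24 fell. Of those expressed, 33.0% changed, against 26.0% of the other expressed genes with a GO term (14757 in all). The rises were over-represented (one-sided Fisher's exact test, p = 1.2e-05, adjusted p = 1.0e-04 over the 17 terms and pathways tested), and the falls were not (p = 0.94). Only direct annotations of the table were used, with no parent terms. The study named these terms in its own enrichment of the same libraries, so the tests of all 17 are not independent evidence. The adjustment also leaves out the terms that the study tested and did not name.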

Among the enriched GO terms, 1,024 were in the Biological Process domain, including ‘response to cellular carbohydrate metabolic process’ (GO: 0016491), ‘carbohydrate metabolic process’ (GO: 0005975), and ‘carbohydrate biosynthetic process’ (GO: 0016051), among others. 

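Genes annotated to membranes rose in ‘CX001’ stems more often than other annotated genes, and some with large means fell. In the authors' deposited table, the matches to chlorophyll a-b binding protein 1 BraA05g010700.3C and BraA03g018080.3C went from 16814 to 2342 (log2 fold change -2.84, adjusted p = 3.2e-39) and from 20658 to 3927 (-2.40, adjusted p = 5.9e-29). In contrast, the match to the urea transporter *DUR3* (BraA02g031860.3C) went from 35.3 to 469 in the authors' deposited table. Of 678 genes directly annotated to membrane, 91 rose and 62 fell, and of 913 annotated as integral component of membrane, 120 rose and 93 fell. Rises were over-represented in both, with adjusted p = 0.027 and adjusted p = 0.0074 from one-sided Fisher's exact tests, and changes in either direction were in neither (adjusted p = 0.57 and adjusted p = 0.11, Fisher's exact test). Of the 17 photosynthetic marker genes listed before the data were examined, 2 rose, 3 fell and 12 did not pass, with the same counts when adjusted over the list alone. The falls were 2 matches to rubisco activase and 1 to *GAPA*. None of its 5 matches to chlorophyll-binding proteins fell, and the *LHCB3* match BraA02g014020.3C rose from 0 to 86.4 in the authors' deposited table, at least 82.0-fold against the floor.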

There were 166 GO terms in the Cellular Component domain, which are mainly involved in ‘membrane’ (GO: 0016020), ‘integral component of membrane’ (GO: 0016021), and ‘photosynthetic membrane’ (GO: 0034357). 

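Heme enzymes changed strongly in both directions between the stems of the lines. BraA10g029410.3C, matched to the peroxidase *PER53*, went from 124 in ‘FT’ to 3286 in ‘CX001’ (log2 fold change 4.72, adjusted p = 1.6e-79) in the authors' deposited table. There the alpha-dioxygenase match *DOX1* (BraA05g040640.3C), an enzyme of oxylipin formation, went from 702 to 1.32 (log2 fold change -9.05, adjusted p = 3.9e-88, the authors' deposited table). Among other oxidoreductases, the match to a thioredoxin reductase, *NTR2* (BraA01g006060.3C), was at 244 in ‘FT’ and at 0 in ‘CX001’ in the authors' deposited table, at least 228-fold lower against the floor. Of 330 genes with heme binding, 47 rose and 55 fell. The 102 changed genes are 43.6% of those expressed, against 25.8% of other expressed genes with a GO term (one-sided Fisher's exact test, adjusted p = 6.6e-08). Catalytic activity had 93 rises and 112 falls among 954 genes, 24.5% of those expressed, and was not over-represented (Fisher's exact test, adjusted p = 0.87).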

There were 510 GO terms in the Molecular Function domain, including ‘catalytic activity’ (GO: 0003824), ‘oxidoreductase activity’ (GO: 0016491), and ‘heme binding’ (GO: 0020037) (Fig. 6c, d). *BraA09g066480.3C* was enriched in the ‘iron ion binding’ term (GO:0005506), ‘lipid biosynthetic process’ (GO:0008610), ‘oxidoreductase activity’ (GO:0016491) and ‘oxidation–reduction process’ (GO:0055114). Among these, the term ‘iron ion binding’ (GO:0005506) consisted of 98 DEGs, with 44 upregulated and 54 downregulated genes; the term ‘lipid biosynthetic process’ (GO:0008610) consisted of 40 DEGs, with 26 upregulated and 14 downregulated genes; the term ‘oxidoreductase activity’ (GO:0016491) consisted of 408 DEGs, with 201 upregulated and 207 downregulated genes; the term ‘oxidation–reduction process’ (GO:0055114) consisted of 344 DEGs, with 168 upregulated and 176 downregulated genes.

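Cytochromes P450 were among the most changed iron-binding proteins in the stems. The match to *CYP81F4* (BraA01g001490.3C), which modifies indole glucosinolates, rested on 2 reads in ‘FT’ and had a mean of 821 in ‘CX001’ in the authors' deposited table, with the ‘FT’ mean at 0.0819% of it (exact Poisson 95% interval 0.00977% to 0.291%). The match to *CYP708A2* (BraA03g001990.3C), an enzyme of triterpene synthesis, was at 523 in ‘FT’ and rested on 2 reads in ‘CX001’ (0.130% of the ‘FT’ mean, interval 0.0153% to 0.457%) in the authors' deposited table. In lipid synthesis, the fatty acid hydroxylase match *FAH1* (BraA04g024790.3C) went from 90.9 to 553 (log2 fold change 2.60, adjusted p = 1.5e-05) and the sterol enzyme match *SMO1-2* (BraA01g013370.3C) from 339 to 776 (adjusted p = 7.5e-05) in the authors' deposited table.

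At the stated criteria, 34 genes of iron ion binding rose and 50 fell among 296 with that direct annotation. Falls were over-represented (one-sided Fisher's exact test, adjusted p = 6.6e-04) and rises were not (Fisher's exact test, adjusted p = 0.14), though rises pass when genes are called by unadjusted p (adjusted p = 0.025). Of the 32 genes of lipid biosynthetic process, 7 rose and 1 fell, which was the *CER1* homologue. Its rises had an adjusted p = 0.0495 by Fisher's exact test, against adjusted p = 0.076 with all annotated genes as background and adjusted p = 0.10 with no fold minimum, so the call does not hold there. Oxidoreductase activity, with 733 genes, had 97 rises and 90 falls, and its rises were over-represented (Fisher's exact test, adjusted p = 0.012) while its falls were not (adjusted p = 0.30). With no fold minimum these calls change sides, to adjusted p = 0.10 for rises and adjusted p = 0.020 for falls (Fisher's exact test). Of 1117 genes of the oxidation-reduction process, 144 rose and 162 fell, or 34.3% of those expressed against 25.5% of the other genes (Fisher's exact test, adjusted p = 9.6e-08).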

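Hormone signalling genes rose in ‘CX001’ stems more often than other pathway genes. BraA06g001750.3C (matched to *IAA6*) went from 20.2 in ‘FT’ to 278 in ‘CX001’ (log2 fold change 3.78, adjusted p = 1.1e-24) and the cytokinin response regulator match *ARR6* (BraA06g026530.3C) from 61.7 to 418 (2.76, adjusted p = 4.0e-20) in the authors' deposited table. Of 482 genes of plant hormone signal transduction, 82 rose and 62 fell. The share changed was 36.1% of the expressed genes, against 23.3% of the other expressed genes with a pathway (7524 in all) (one-sided Fisher's exact test, adjusted p = 9.6e-08). Rises alone had an adjusted p = 6.8e-06 and falls alone an adjusted p = 0.042 by Fisher's exact test, and the call for falls is lost with no fold minimum (adjusted p = 0.28) or all annotated genes as background (adjusted p = 0.12). In tropane, piperidine and pyridine alkaloid biosynthesis, 9 rose and 14 fell of 58, and falls alone were over-represented (Fisher's exact test, adjusted p = 0.0019). Among the rises, the neighbouring genes BraA09g026980.3C, matched to the probable aminotransferase *TAT4*, and BraA09g026970.3C, matched to the cystine lyase *CORI3*, went from 9.49 to 1362 and from 1.60 to 642 in the authors' deposited table. In galactose metabolism, 15 rose and 8 fell of 71, among them the raffinose synthase match *RFS1* (BraA08g000400.3C) at 9.64 and 427 in the authors' deposited table. In starch and sucrose metabolism, 31 rose and 24 fell of 189.

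In glycerolipid metabolism, 12 rose and 22 fell of 100 genes. The triacylglycerol lipase match *SDP1* (BraA10g032260.3C) went from 402 to 69.8 (log2 fold change -2.52, adjusted p = 7.2e-18) in the authors' deposited table. Changed genes were over-represented in glycerolipid metabolism (Fisher's exact test, adjusted p = 0.0036), starch and sucrose metabolism (adjusted p = 0.0052), the alkaloid pathway (adjusted p = 3.1e-04) and galactose metabolism (adjusted p = 0.027). With no fold minimum the calls for starch and sucrose and for galactose metabolism are lost (Fisher's exact test, adjusted p = 0.21 for each). They were not in glycosaminoglycan degradation (5 of 11 genes, Fisher's exact test, adjusted p = 0.13) or anthocyanin biosynthesis (1 of 3, adjusted p = 0.60).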

KEGG enrichment analysis showed that the DEGs were enriched to 127 pathways [32–34], and the main ones included ‘plant hormone signal transduction’ (brp04075), ‘cutin, suberine and wax biosynthesis’ (brp00073), ‘glycerolipid metabolism’ (brp00561), ‘starch and sucrose metabolism’ (brp00500), ‘anthocyanin biosynthesis’ (brp00942), ‘tropane, piperidine and pyridine alkaloid biosynthesis’ (brp00960), ‘galactose metabolism’ (brp00052) and ‘glycosaminoglycan degradation’ (brp00531) (Table S9) (Fig. 6e, f). 

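In stems of ‘CX001’, falls outnumbered rises among genes of the cutin, suberine and wax pathway. Among the falls were matches to a fatty acyl-CoA reductase, of a family that makes primary alcohols, and to a peroxygenase. The *FAR6* match BraA07g022490.3C went from 160 to 9.09 (log2 fold change -4.14, adjusted p = 3.9e-20) and the *PXG3* match BraA03g017710.3C from 229 to 15.3 (-3.91, adjusted p = 1.9e-19) in the authors' deposited table. Of 48 genes that the table places in the pathway, 32 were expressed. Of these 32, 56.3% changed at the stated criteria, against 23.9% of the other expressed genes with a KEGG pathway (one-sided Fisher's exact test, p = 8.7e-05, adjusted p = 3.0e-04). Falls alone were over-represented (Fisher's exact test, adjusted p = 7.9e-04) and rises alone were not (Fisher's exact test, adjusted p = 0.23). BraA09g066480.3C is a member of no other pathway in the authors' deposited table.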

*BraA09g066480.3C* was specifically enriched in the ‘cutin, suberine, and wax biosynthesis’pathway (brp00073), which contained a total of 19 differentially expressed genes. Among these genes, 7 were upregulated, namely *BraA09g024730.3C*, *BraA09g000630.3C*, *BraA04g026730.3C*, *BraA06g018310.3C*, *BraA07g028970.3C*, *BraA05g007850.3C*, and *BraA01g017490.3C*. Additionally, there were 12 downregulated genes in this pathway, specifically *BraA09g024730.3C*, *BraA09g000630.3C*, *BraA04g026730.3C*, *BraA06g018310.3C*, *BraA07g028970.3C*, *BraA05g007850.3C*, and *BraA01g017490.3C*.

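At the stated criteria, 6 of these 7 genes rose in ‘CX001’ stems. The *CYP86B1* match BraA09g024730.3C, a hydroxylase of very-long-chain suberin monomers, went from 7.53 in ‘FT’ to 104 in ‘CX001’ (log2 fold change 3.78, adjusted p = 4.4e-13) in the authors' deposited table. The *CYP86A2* match BraA09g000630.3C, an omega-hydroxylase of cutin monomers, went from 156 to 858 (2.46, adjusted p = 3.4e-09), also in the authors' deposited table. BraA06g018310.3C, matched to the alkyl caffeate synthase *FACT*, had 29.8 and 201 there (2.75, adjusted p = 0.0021 in the authors' deposited table). BraA01g017490.3C, a peroxygenase match, did not pass: it was at 0 in ‘FT’ and 4.98 in ‘CX001’ in the authors' deposited table (adjusted p = 0.12), below the level of 6.60 at which any gene passed.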

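Besides the *CER1* homologue, 11 genes of the pathway fell at the stated criteria. *MAH1* (BraA09g018290.3C), the midchain alkane hydroxylase that acts after *CER1* in Arabidopsis stems, went from 4394 in ‘FT’ to 1014 in ‘CX001’ (log2 fold change -2.11, adjusted p = 1.8e-14) in the authors' deposited table. A second *FAR6* match, BraA04g003820.3C, went from 85.4 to 2.94 in the authors' deposited table (-4.86, adjusted p = 1.2e-14). Among the smaller falls were the *FAR1* match BraA10g018910.3C, from 876 to 405 (-1.11, adjusted p = 0.023), and the wax ester synthase match *WSD1* BraA05g014990.3C, from 3651 to 1555 (-1.23, adjusted p = 0.044), both in the authors' deposited table. The *FAR3* match BraA01g004350.3C, named *CER4* in Arabidopsis and singled out after its values were seen, had 4448 and 2520 in the authors' deposited table and did not reach the fold minimum (-0.82, adjusted p = 2.9e-04).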

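Wax and cutin genes changed in both directions in ‘CX001’ stems. In 6 lists of wax and cutin synthesis, export and regulation, fixed before the data were examined, 18 of 144 genes rose, 26 fell and 100 did not pass. In the alkane branch, 3 rose, 2 fell and 15 did not pass of 20. *CER3*, the partner of *CER1* in alkane formation (singled out after its values were seen), did not pass in its 2 expressed copies, with 1625 and 1186 in BraA10g015900.3C (log2 fold change -0.45, adjusted p = 0.082) and 3011 and 2361 in BraA02g012040.3C (-0.35, adjusted p = 0.19) in the authors' deposited table. In very-long-chain fatty acid elongation, 3 rose, 7 fell and 14 did not pass of 24. The *KCS2* match BraA10g002770.3C went from 347 to 16.4 (-4.41, adjusted p = 1.0e-24) and the *LACS1* match BraAnng003720.3C from 3352 to 1197 (-1.49, adjusted p = 2.1e-07) in the authors' deposited table. In the alcohol and ester branch, 1 rose, 2 fell and 14 did not pass of 17, with the wax ester synthase match BraA02g020720.3C (*WSD1*) at 1003 and 26.5 (-5.24, adjusted p = 5.9e-70) in the authors' deposited table. In cutin synthesis, 5 rose, 7 fell and 14 did not pass of 26, among them another *HTH* match, BraA08g030900.3C, from 993 to 27.4 (-5.18, adjusted p = 2.3e-18) and the *GPAT4* match BraA10g000410.3C from 594 to 21.8 (-4.77, adjusted p = 2.0e-15) in the authors' deposited table.

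When adjusted over the list alone, the counts were 3 and 2 in the alkane branch, 3 and 8 in elongation, 1 and 1 in the alcohol and ester branch and 5 and 7 in cutin synthesis. None of these lists moved one way as a set by limma's camera, with adjusted p = 0.31 for the alkane branch, adjusted p = 0.37 for elongation, adjusted p = 0.37 for the alcohol and ester branch and adjusted p = 0.44 for cutin synthesis. The 18 suberin genes, a polymer of roots and wounded tissue, had 1 rise and 3 falls, also when adjusted over the list alone (camera adjusted p = 0.87).

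**Figure D1:**
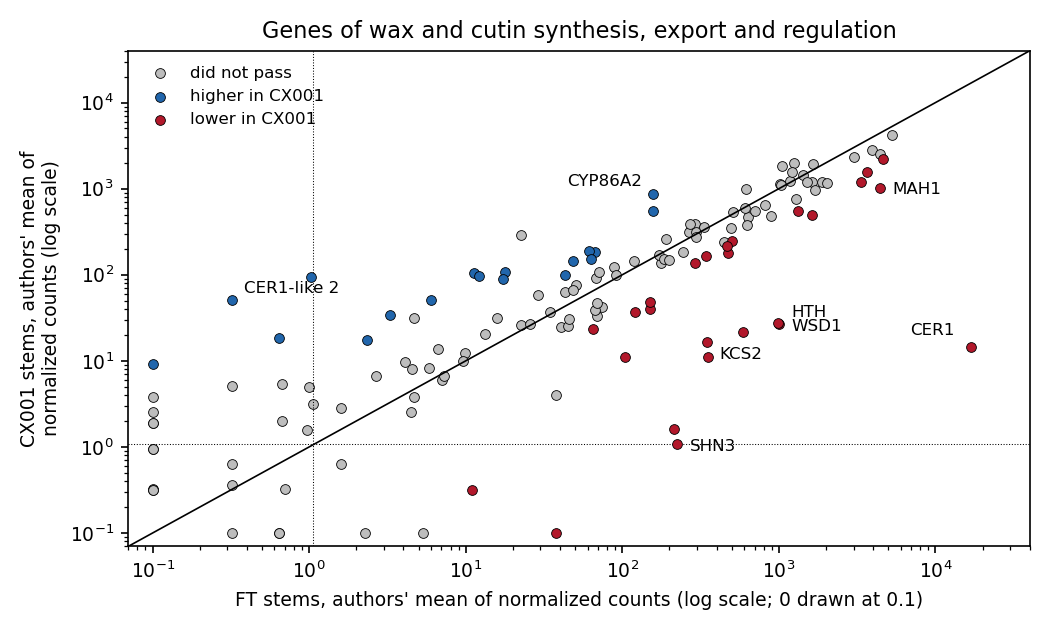
Authors' mean of normalized counts in ‘FT’ (x axis) and ‘CX001’ stems (y axis), both on log scales, of 144 genes of 6 wax and cutin lists, each point a gene. Blue points passed the criteria as higher in ‘CX001’ (18 genes), red points as lower (26), grey points did not pass (100). The solid line marks equal means and the dotted lines the mean of 3 reads over a line, 1.05 in ‘FT’ and 1.07 in ‘CX001’.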

In the genes that were differentially expressed between ‘FT’ and ‘CX001’, genes involved in cuticular wax biosynthesis, cuticular wax transport, and transcriptional regulation were identified (Table S10). In the pathway of cuticular wax biosynthesis, the expression of candidate gene *BraA09g066480.3C* (*CER1*) in ‘FT’ was much higher than in ‘CX001’, with a maximum log2Fold-Change value of -10.2. 

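BraA09g066480.3C, the *CER1* homologue, went from a mean of 16922 in ‘FT’ stems to 14.3 in ‘CX001’ stems in the authors' deposited table, a log2 fold change of -10.21 (adjusted p = 1.7e-115). *CER1* encodes the aldehyde decarbonylase that makes the alkanes of stem wax. In ‘FT’ the gene ranked 52 among all genes by its mean. The ‘CX001’ mean was 0.0846% of that in ‘FT’. By its p-value the gene ranked 13 among all genes. The paper's FPKM values in Table S10 were 504 ± 67.9 (SD, n = 3) in ‘FT’ and 0.410 ± 0.290 (SD, n = 3) in ‘CX001’. Their ranges were 429 to 562 and 0.169 to 0.731, so every ‘FT’ library lay above every ‘CX001’ library (two-sided exact permutation test, p = 0.10, the smallest that 3 against 3 allow). The log2 fold change is the same under each threshold and filter tried, because these move calls and not means.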

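Within wax and cutin synthesis, 6 of the 10 genes of Table S10 fell in ‘CX001’ stems, 3 rose and 1 did not pass. The study chose these genes on the same libraries, so their directions here are not independent evidence. Its qRT-PCR of wax-related genes, which it reports as following the RNA-seq, was not examined here. *CYP77A6* (BraA05g036180.3C), a cutin hydroxylase matched in the table to the related cytochrome P450 *CYP77A4*, went from 353 to 11.1 (log2 fold change -4.98, adjusted p = 7.6e-25) in the authors' deposited table. *CYP86A4* (BraA09g066190.3C), another cutin hydroxylase, went from 151 to 40.0 (-1.91, adjusted p = 3.9e-06) in the authors' deposited table. A second *CYP86A4* match with higher means, BraA10g000420.3C, had 1876 and 1191 there and did not pass (-0.66, adjusted p = 0.14). The elongation genes *CER6* (BraA07g030740.3C) and *KCD* (BraA03g004300.3C) went from 504 to 246 (-1.03, adjusted p = 0.012) and from 473 to 177 (-1.42, adjusted p = 2.5e-07) in the authors' deposited table. The 2 *CER6* matches both fell. In contrast, a second match to the *KCD* protein, BraA10g027410.3C, rose from 157 to 552 (1.81, adjusted p = 1.2e-09) in the authors' deposited table. *CER2* (BraA01g015290.3C), which takes part in very-long-chain fatty acid elongation, fell from 1636 to 501 (-1.71, adjusted p = 5.2e-07 in the authors' deposited table).

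Of the rises, *HTH* (BraA07g028970.3C), an enzyme of cutin monomer formation, went from 61.2 to 187 (1.61, adjusted p = 0.0031) in the authors' deposited table. *CER1-like2* of BraA05g007850.3C went from 17.7 to 108 in the authors' deposited table (2.60, adjusted p = 0.0088). The other *CER1-like2*, BraA04g026730.3C, rested on 1 read in ‘FT’ and had 51.5 in ‘CX001’ (adjusted p = 2.6e-07), with ‘FT’ at 0.624% of it (exact Poisson 95% interval 0.0163% to 3.58%, means from the authors' deposited table). *CYTB5-C* (BraA04g032210.3C), a cytochrome b5, had 15.8 and 31.7 in the authors' deposited table and did not pass (1.00, adjusted p = 0.20). Over the 14 genes of Table S10, 5 rose, 8 fell and 1 did not pass, also when adjusted over the list alone. Reads of such related copies can be split between genes, which the means do not show.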

Compared with ‘FT’, the expression of *BraA05g036180.3C* (*CYP77A6*), *BraA09g066190.3C* (*CYP86A4*), *BraA07g030740.3C* (*CER6*), and *BraA03g004300.3C* (*KCD*) was down-regulated in ‘CX001’; *BraA07g028970.3C* (*HTH*), *BraA04g026730.3C* (*CER1-like2*), *BraA05g007850.3C* (*CER1-like2*), *BraA01g015290.3C* (*CER2*), and *BraA04g032210.3C* (*CYTB5-C*) were up-regulated in ‘CX001’. *BraA06g011410.3C* (*WIN1*), *BraA02g038430.3C* (*MYB30*), and *BraA09g007290.3C* (*MYB96*) that belong to the transcriptional regulation pathway were differentially expressed in ‘FT’ and ‘CX001’. 

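Among regulators, 3 genes matched to *MYB30*, an activator of wax and very-long-chain fatty acid genes, rose in ‘CX001’ stems. BraA02g038430.3C went from 11.3 to 105 (log2 fold change 3.21, adjusted p = 6.5e-11), BraA06g036730.3C from 12.1 to 95.8 (2.99, adjusted p = 2.5e-09) and BraA09g007290.3C, which the study names *MYB96*, from 17.4 to 89.3 (2.36, adjusted p = 7.9e-06) in the authors' deposited table. *WIN1* (BraA06g011410.3C), an activator of cutin and wax genes, had 11.0 in ‘FT’ and rested on 1 read in ‘CX001’ (2.86% of the ‘FT’ mean, exact Poisson 95% interval 0.0763% to 16.8%, adjusted p = 0.013 in the authors' deposited table). A related gene, the *SHN3* match BraA09g005880.3C, went from 223 in ‘FT’ to 3 reads in ‘CX001’ (0.480% of the ‘FT’ mean, interval 0.0918% to 1.30%, adjusted p = 1.3e-35 in the authors' deposited table). *MYB41* of BraA08g028610.3C, which responds to drought and salt, went from 213 to 1.62 (-7.05, adjusted p = 2.7e-09) in the authors' deposited table. Of 47 genes of the list of regulators of wax and cutin, 6 rose, 8 fell and 33 did not pass, with 6 and 8 when adjusted over the list alone. The list as a set did not move one way (camera adjusted p = 0.87). In it, 19 genes share the single match *SUD1* (*CER9*).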

*BraA02g038430.3C* (*MYB30*) and *BraA09g007290.3C* (*MYB96*) were up-regulated and *BraA06g011410.3C* (*WIN1*) was down regulated in ‘CX001’. 

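None of the genes listed for wax and cutin export passed in ‘CX001’ stems. Of 10 such genes, 0 rose, 0 fell and 10 did not pass, also when adjusted over the list alone (camera adjusted p = 0.37). The best match to *ABCG12*, a transporter of wax across the plasma membrane, is BraA05g018270.3C, with 1283 in ‘FT’ and 762 in ‘CX001’ (log2 fold change -0.75, adjusted p = 0.0081 in the authors' deposited table, under the fold minimum). The *ABCG32* match BraA04g019380.3C, for a cutin precursor transporter, had 1701 and 965 in the authors' deposited table (-0.82, adjusted p = 6.3e-04). BraA05g026040.3C, the *ABCG12* of Table S10, carries a best match to *ABCG15* and went from 69.0 to 13.9 (-2.32, adjusted p = 0.0019) in the authors' deposited table. The paper's FPKM for it were 2.05 ± 0.872 (SD, n = 3) in ‘FT’ and 0.399 ± 0.233 (SD, n = 3) in ‘CX001’ (two-sided exact permutation test, p = 0.10, the smallest possible).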

In the cuticular wax transport pathway, *BraA05g026040.3C* (*ABCG12*) was down regulated in ‘CX001’. qRT-PCR analysis showed that cuticular wax-related gene expression patterns were consistent with RNA-seq data, validating the accuracy and reliability of the transcriptome data (Fig. 7). The correlation coefficients between RNA-seq and qRT-PCR for the anterior to posterior genes in Fig. 7, were 0.99, 0.87, 0.98, 0.94, 0.94, 0.83, 0.78, 0.96, 0.96, 0.79, 0.97, 0.95, 0.90 and 0.88, respectively.

**Fig. 7:**
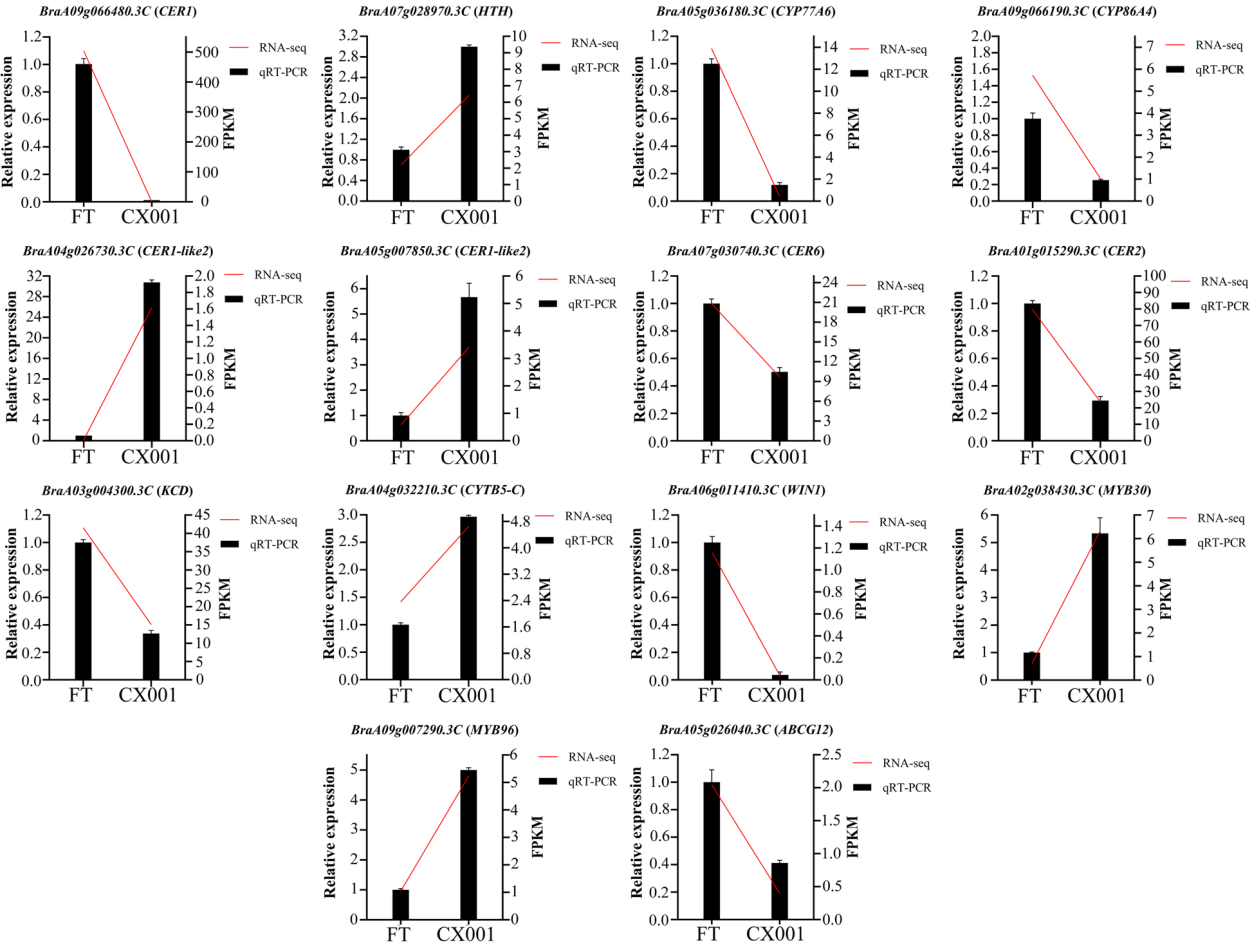
Expression pattern analysis of epidermal wax related DEGs between ‘CX001’ and ‘FT’

### Prediction and analysis of candidate genes

The *B*.*rapa* genome V3.0 Database (http://www.brassicadb.cn/#/Download/) and the *Arabidopsis* Information Resource (https://www.arabidopsis.org/) were used to analyze the *BraA09g066480.3C* gene within the mapping region, and the homologous gene in *Arabidopsis* is *AT1G02205* (*CER1*). In a study of *Arabidopsis cer1-1* mutant, it was found that the mutation of the *CER1* resulted in a smoother epidermis and greener color, and the composition of the waxy layer was also changed. The authors speculated that *CER1* may be related to enzymes involved in alkane synthesis [35, 36]. According to the CXA genome sequence completed by the Vegetable Institute of the Chinese Academy of Agricultural Sciences, a 10.58 kbp loss extending from position 44,404,461 to the end of the chromosome occurred on chromosome A09 of ‘CX001’. The deleted region was replaced with a sequence of 54.23 kbp in length; the lost sequence contains only one gene, *BraA09g066480.3C*, and the replaced sequence also contains only one gene, *BraA09g003690.3C* (Fig. 8a). Two pairs of primers, Primer1 and Primer2 (Table S1), were designed on both sides of the aforementioned deletion sites using the reference genomes of *Brassica rapa* and CXA, respectively. Our observations revealed that Primer1 amplified a band in ‘FT’, but not in ‘CX001’, while Primer2 did not generate a band in ‘FT’ but successfully amplified a band in ‘CX001’ (Fig. 8b). Sequencing of the amplified bands from ‘FT’ and ‘CX001’ revealed sequence variations occurring after position 45,146,224 on chromosome A09 in ‘FT’ and position 44,404,461 on chromosome A09 in ‘CX001’ (Fig. 8c), sequence information can be found in Table S11. *BraA09g066480.3C* gene amplification was successful in ‘FT’ but not in ‘CX001’, sequence information can be found in Table S11. Therefore, *BraA09g066480.3C* was predicted to be a possible candidate gene for *wlm1*. To investigate evolutionary conservation, we conducted a search for homologous proteins of CER1 in the National Center for Biotechnology Information (NCBI) database (https://www.ncbi.nlm.nih.gov) (Fig. 9). The highest homology of 97.51% was observed between CER1 in *Brassica rapa* and *Brassica napus.*

**Fig. 8:**
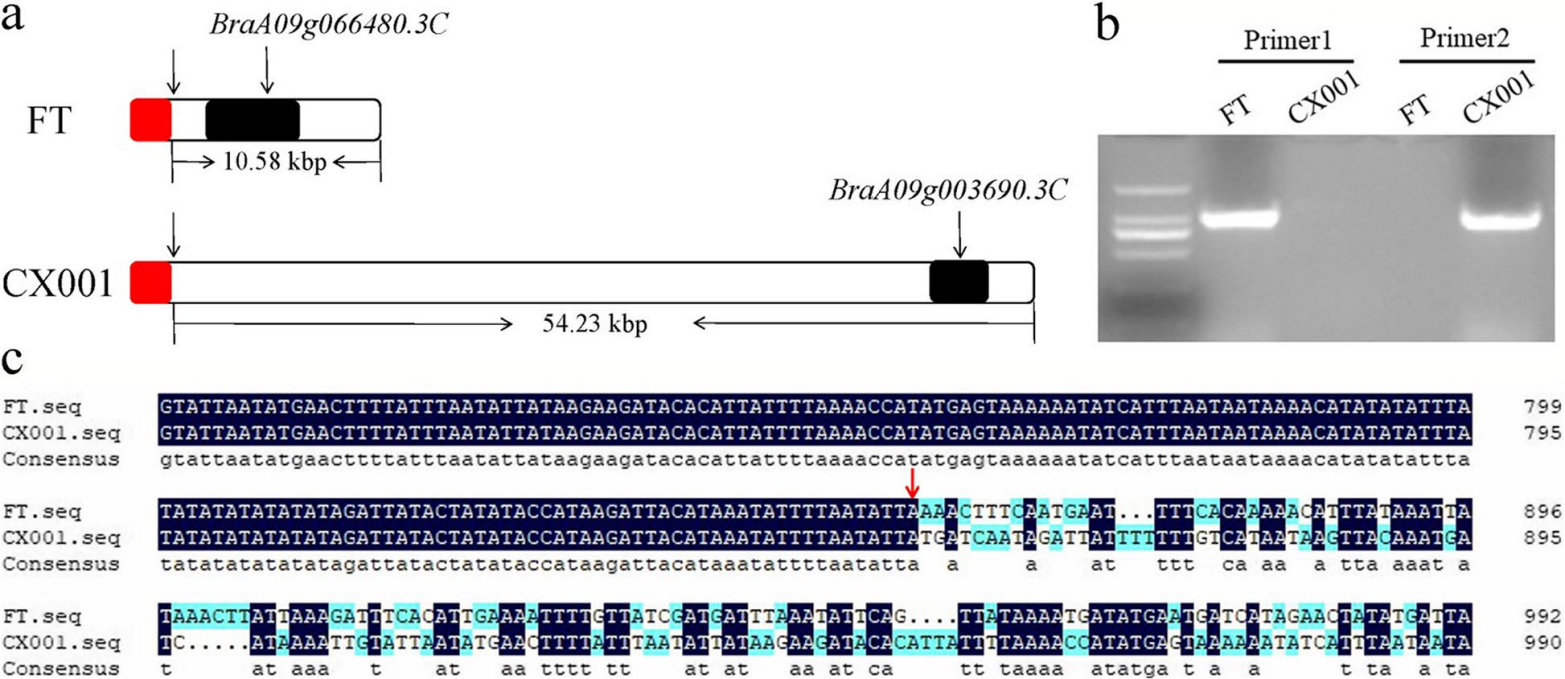
Differences between ‘FT’ and ‘CX001’ at the end of A09 chromosome. **a** Differences in *BraA09g066480.3C* at the end of chromosome A09 of ‘FT’ and ‘CX001’. The red part is the non mutated part. The right side of the red box is the mutation part. The white box is the intergenic region. Black boxes represent genes. The rightmost is the end of chromosome A09. **b** Agarose gel electrophoresis image of the primers amplification at both sides of the deletion sites in ‘FT’ and ‘CX001’. (**c**) Partial sequence information obtained from the amplification using Primer1 in ‘FT’ and Primer2 in ‘CX001’. The red arrow refers to position 45,146,224 on chromosome A09 in ‘FT’ and position 44,404,461 on A09 in ‘CX001’

**Fig. 9:**
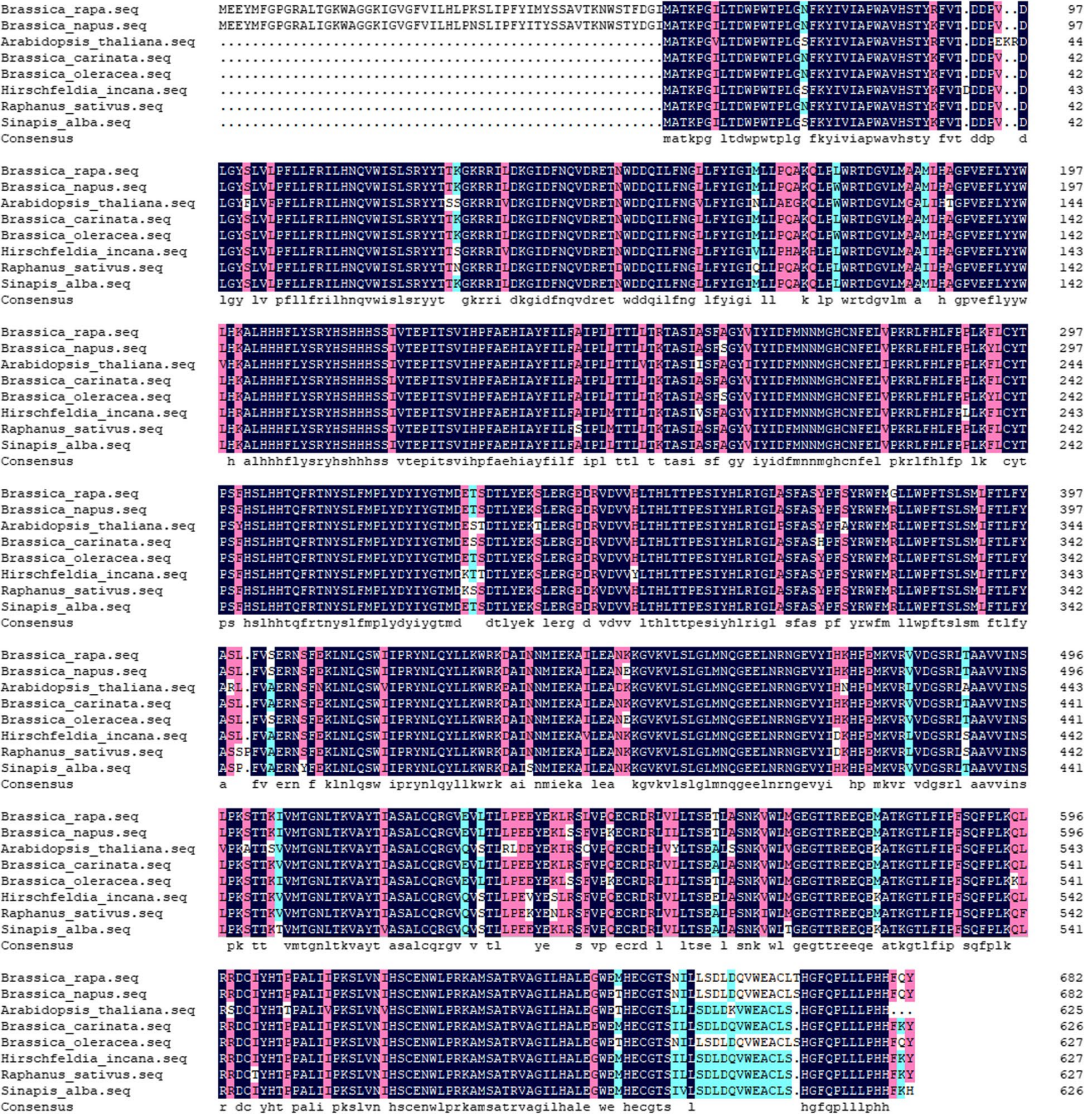
CER1 sequence alignment. Residues were color-coded to represent their degree of similarity. Black shading was used for residues with 100% similarity, pink shading for residues with ≥ 75% similarity, blue shading for residues with ≥ 50% similarity, and yellow shading for residues with ≥ 33% similarity

## Discussion

In this study, we determined that the wax-less trait observed in ‘CX001’ plants followed a typical Mendelian inheritance pattern, controlled by a pair of recessive nuclear genes. *wlm1* was mapped to within a physical region of 12.70 kb between position 45,144,111 and the end of chromosome A09, which included a single gene, *BraA09g066480.3C*. Functional annotation indicated that the homologous gene to *BraA09g066480.3C* in Arabidopsis was *CER1*, which encodes an aldehyde decarboxylase in the epidermal wax metabolism pathway. Transcriptome analysis and semi-quantitative RT-PCR showed that *BraA09g066480.3C* was not expressed in ‘CX001’. 

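The *CER1* homologue of A09, which lies from 45147722 to 45152449 with a coding length of 2052 bp, is the last gene of that chromosome in the table. Its ‘CX001’ mean amounts to 40 to 46 reads over the 3 libraries, depending on which library they came from. Of the 10 genes before it, from position 45077157 onward, 1 rose, 0 fell and 9 did not pass. The nearest, BraA09g066470.3C, matched to the mannosyltransferase *ALG12* and ending at 45143807, had 450 and 315 in the authors' deposited table (log2 fold change -0.51, adjusted p = 0.20). Next to it, the *RABD2A* match BraA09g066460.3C, a small GTPase of secretion, had 1708 and 1847 in the authors' deposited table (0.11, adjusted p = 0.77). The gene that rose, the *SEC1A* match BraA09g066380.3C, went from 12.0 to 43.5 in the authors' deposited table (1.86, adjusted p = 0.0054). Other genes with *CER1* or *CER1-like* 2 as their best match were low in ‘CX001’, with a summed mean of 165 over 5 genes. The paper maps *wlm1* to an interval holding this gene alone, finds no transcript in ‘CX001’ by RT-PCR, and amplifies the gene and the reference chromosome end from ‘FT’ but not from ‘CX001’. With the chromosome end of the ‘CXA’ genome, it concludes that the gene was lost in ‘CX001’ and proposes it as the candidate.

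**Figure D2:**
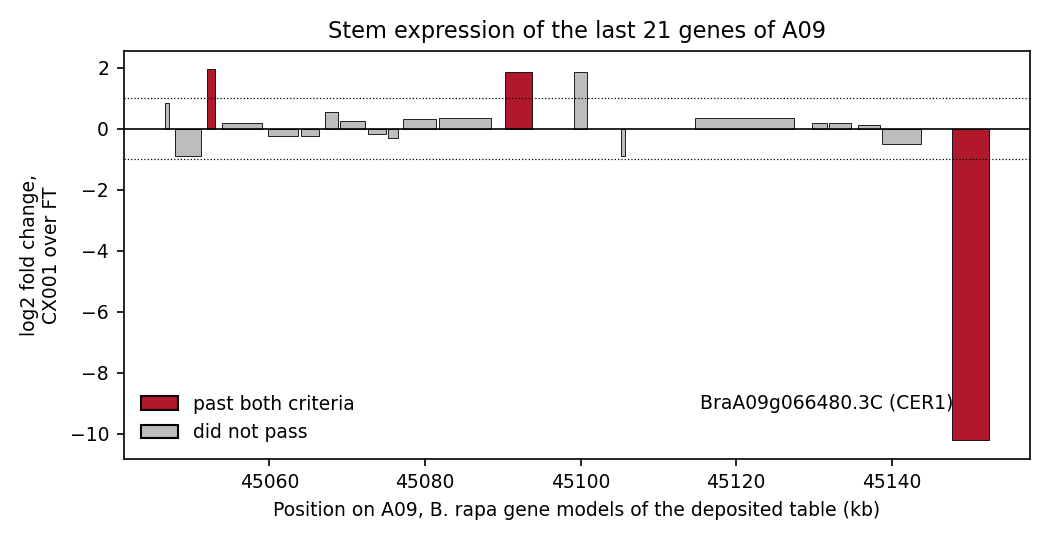
Log2 fold change, ‘CX001’ over ‘FT’ stems, of the last 20 genes of A09 before BraA09g066480.3C and of that gene, drawn to scale along the chromosome in kb (x axis). Red bars passed both criteria and grey bars did not, and the dotted lines mark a log2 fold change of 1 in each direction. The last gene stands at -10.21, and the 20 before it lie between -0.91 and 1.95.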

The above results were consistent with the sequencing results from the wax-less cabbage line ‘CXA’ in the *Brassicaceae* Database. The *BraA09g066480.3C* gene has been lost in the DH flowering Chinese cabbage line ‘CX001’. Therefore, we speculated that *BraA09g066480.3C* is the most likely candidate gene for *wlm1*.

Epidermal wax represents a crucial barrier between the aerial parts of the plant and the environment for terrestrial plants. The first report of wax-related mutants was in *Arabidopsis thaliana*; Dellaert et al. (1979) [8] found 53 epidermal wax mutants, of which the F4 mutant carried a mutation at the *cer-1* locus, and the wax-less trait was accompanied by semi-sterility. Koornneef et al. (1989) [37] elucidated the influence of environmental humidity on the fertility of epidermal wax mutants, namely *cer1*, *cer3*, *cer6, cer8*, and *cer10*. These mutants exhibited partial sterility under conditions of low humidity and near-complete sterility under conditions of high humidity. McNevin et al. (1993) [38] used T-DNA insertion to identify 13 *Arabidopsis thaliana eceriferum* mutants, including *cer1*. Wang et al. (2017) [6] cloned the mutant gene *Brcer1* from the epidermal wax mutant of non-heading Chinese cabbage. A mutation in *Brcer1* was also reported in Chinese cabbage, and it resulted in the loss of epidermal wax [19]. In our study, plants of the wax-less flowering Chinese cabbage line ‘CX001’ had glossy surfaces and lacked epidermal wax.

Aarts et al. (1995) [35] reported that the CER1 protein is an aldehyde decarboxylase which catalyzes the conversion of aldehydes to alkanes during epidermal wax synthesis. The CER1 protein has two conserved domains, stearoyl-CoA desaturase and fatty acid hydroxylase. The co-expression of *CER1*, *CER3*, and *MAH1* in siliques, flowers, stems, leaves, and seedlings suggests that they play a crucial role in the epidermal wax formation pathway [37]. In the *cer1* mutant plants, a significant reduction in the components of epidermal wax was observed, while a slight increase in the content of aldehydes was noted [18, 39, 40]. There are two ways to synthesize derivatives of VLCFAs in wax powder synthesis: decarbonylation and acyl reduction. The *cer1* mutation in flowering Chinese cabbage may lead to the failure of aldehydes to be converted to alkanes in the decarbonylation pathway, which further leads to the failure of alkanes to participate in the synthesis of secondary alcohols and ketones. SEM observation showed that there was a thick layer of epidermal wax on the surface of ‘FT’ plants, while the buds, stems, leaves, and siliques of ‘CX001’ were very smooth, with almost no wax powder, and the stomata were clearly visible.

*CER1* genes have been reported in many species. Hu et al. (2009) [41] cloned the CDS of *TaCer1* from wheat for the first time. Alkio et al. (2012) [42] showed that *PaCER1* was involved in the formation of epidermal wax in sweet cherry. *CER1-1* played a key role in citrus fruit wax formation [43]. *CsCER1* was involved in VLCFA biosynthesis in cucumber [44]. Qi et al. (2018) [45] cloned *MdCER1* from apple and found that it played an important role in the epidermal wax synthesis pathway. Similarly, *CER1* alleles have also been studied in species of *Brassica*. In cabbage, *Bol018504* had a 2,722-bp insertion [2] and a 252-bp insertion [18] respectively, resulting in a wax-deficient phenotype. *Bol018504* is homologous to CER1. The *Brcer1* gene of the wax less mutant of non-heading Chinese cabbage had a 39-bp deletion [6]. In the *Brcer1* gene of Chinese cabbage, there was a single-base C to T transition, the mutation site is located on the fourth exon, causing the conformation of the 255th amino acid to change from hydroxyl to benzene ring, and the amino acid sequence to change from S to F, that is, from serine to phenylalanine, which resulted in the loss of epidermal wax [19]. We found that *wlm1* was lost in the flowering Chinese cabbage line ‘CX001’. During species evolution, a loss of the *wlm1* gene occurred in ‘CX001’, but it did not have any discernible impact on the growth and development of the plants. Furthermore, this genetic alteration resulted in the desirable trait of wax-less in the individuals. and this is the first report of gene loss in flowering Chinese cabbage.

In summary, *wlm1* was fine mapped to a 12.70 kb region of chromosome A09, and the only gene in this region, *BraA09g066480.3C*, was lost from the genome of the flowering Chinese cabbage line ‘CX001’. *BraA09g066480.3C* was predicted to be the candidate gene for *wlm1*. *BraA09g066480.3C* encodes an aldehyde decarboxylase, which is a key enzyme in the epidermal wax biosynthesis pathway. The results of this study will extablishy a foundation for further research on the molecular mechanism of epidermal wax synthesis in flowering Chinese cabbage and other species in the *Brassicaceae*.

## Conclusions

We mapped the wax-less gene wlm1 in flowering Chinese cabbage and found that the loss of *BraA09g066480.3C* on chromosome A09 resulted in plants with a wax-less, smooth-surface phenotype. Transcriptome analysis and semi-quantitative RT-PCR showed that *BraA09g066480.3C* was not expressed in wax-less ‘CX001’. *BraA09g066480.3C* was lost from the genome of the flowering Chinese cabbage line ‘CX001’. This study will lay a foundation for further research on the molecular mechanism of epidermal wax synthesis in flowering Chinese cabbage.

### Supplementary Information

**Additional file 1:** **Table S1.** PCR primer sequences used for semi-quantitative RT-PCR, qRT-PCR, Primer1,Primer2 and the amplification of BraA09g066480.3C. **Table S2.** Region of 90% confidence interval. **Table S3.** SNPof 90% confidence interval. **Table S4.** Region of 95% confidence interval. **Table S5.** SNPof 95% confidence interval. **Table S6.** PCR primers used to amplify InDel markers in the candidate region. **Table S7.** Statistical trancriptome data. **Table S8.** DEGs in diferent enriched GO terms. **Table S9.** KEGG enrichment analysis of the DEGs. **Table S10.** Epidermal wax-related differentially expressed genes from ‘FT’ and ‘CX001’. **Table S11.** The sequence information obtained from amplification in‘FT’ and ‘CX001’.

**Additional file 2:** **Fig. S1.** Original picture of Fig. 5.

**Additional file 3:** **Fig. S2.** Original picture of Fig. 7b.

## Data Availability

The datasets supporting the conclusions of this article are included within the article and its additional files. The Illumina RNA-Seq datasets are available in the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information (NCBI) under the accession number GSE221778. The BSA-seq datasets are available in the the Sequence Read Archives (SRA) of the NCBI under BioProject ID: PRJNA916276. Genomic sequences and gene annotation information of *B*.*rapa* are downloaded online at http://brassicadb.cn.

How the deposited data were processed for this re-analysis (not part of the article)

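Stem RNA of the lines ‘CX001’ and ‘FT’ was compared, with 3 libraries per line and 6 in all. The study's methods do not say whether the 3 came from separate plants. By the methods, the authors removed adapter, poly-A, poly-G and low-quality reads, aligned the rest with HISAT2 and compared the lines with DESeq2. The submitters' processing notes also name TopHat2, and the deposited results are labelled DESeq. Which version gave the p-values cannot be told. The methods name StringTie for assembling transcripts and calculating expression levels. The signal values used are the authors' means, as deposited, of read counts divided by size factors over the 3 libraries of a line, for 33087 genes. Low values repeat at 3 levels per line, the steps of 1 read in each library, from which the reads behind a low mean were worked out. The log2 values were made by the authors, as deposited, as the log2 of the ‘CX001’ mean over the ‘FT’ mean, infinite where a line is at 0. The p-values are those of the authors, as deposited, and their adjusted p-values equal a Benjamini-Hochberg adjustment over all 33087 genes (largest difference 1.5e-15). Clean reads per library, from Table S7, with the percent mapped, were 39786770 (91.82%), 41166328 (92.15%) and 39781234 (92.56%) in ‘FT’ and 44520232 (89.84%), 40894710 (90.07%) and 45771366 (90.04%) in ‘CX001’.

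The plan made before the data were examined was a count model per library. The deposited table holds means per line only, so that model, distances between libraries and leaving out libraries could not be run, and the authors' statistics at their stated criteria (adjusted p under 0.05, log2 fold change over 1 in size) took its place. The fold is given against a floor of 3 reads over a line's libraries where a line is at 0, and with 1 to 3 reads as a ratio with a 95% exact Poisson interval, which covers counting error only. Gene names are best protein matches of the table, which can give 1 name to several genes.

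The 23 gene lists were fixed before the data were examined. Their 418 members were found by matching names, with some names then added or removed by name before values were read. Counts of changed members were also made with the authors' p-values adjusted over the list alone. Lists with at least 3 expressed members (21) were tested with camera of limma 3.58.1 in R 4.3.3, on signed z-values from the authors' p-values, with a preset correlation of 0.01. The correlation could not be estimated from means per line, so 0.05 was also tried. Expressed genes were the 26879 with a mean of at least 6.60 in either line, a minimum chosen after the data were seen. Terms and pathways of the study with genes directly annotated in the table (17) were tested with one-sided Fisher's exact tests against expressed genes with a term of that kind, adjusted over the 17. The study's terms for cellular carbohydrate metabolism, carbohydrate biosynthesis and photosynthetic membrane carry no direct annotation there and were not tested. The study named all these terms in its own enrichment of the same libraries, so their tests are not independent evidence. In simulated data over the 26879 genes, camera recovered 56 of 60 lists shifted by 1 SD. The lists shifted were those of auxin response (17 expressed members), water deficit (18) and cutin synthesis (24). The recovery does not cover smaller lists, which go down to the 6 expressed heat shock genes. With none shifted, 3.33% of lists passed the unadjusted threshold. The simulated genes were independent, so these rates do not cover lists whose genes change together. In a first simulation of a single run, 1 of 3 shifted lists was missed, and the number of runs was then raised to 20.

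Genes named are those with an ID in the study's results or Table S10, whose values had been seen there, and the 10 largest rises and falls among changed genes with a CPM of at least 10 in the higher line, from the line means. Also named are up to 4 changed members per list, term or pathway with the smallest adjusted p (2 where none changed), and the 10 genes before BraA09g066480.3C. That the libraries of the lines should not overlap was part of the rule for the largest changes and could not be applied. Genes at 0 in 1 line with a mean of at least 50 in the other were counted, and their positions shuffled 10000 times. Alternatives were other thresholds, filters, backgrounds, correlations, list members and minimums. Computing used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Genetic mapping, RT-PCR and wax measurements were not analysed here.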

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

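Of the tests below, only the one on neighbouring genes was set before its result was seen, and the wording and limits of the others were set or revised afterwards. The following genes lie outside those the study discusses and exceed what a count of 0 allows. Listed at 0 in ‘CX001’ were 118 genes with a mean of at least 50 in ‘FT’, and listed at 0 in ‘FT’ were 137 with at least 50 in ‘CX001’. The highest of the second kind in the authors' deposited table were BraA04g015030.3C, matched to a malonyltransferase, at a mean of 1356 in ‘CX001’ and BraA03g008670.3C at 1433.

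The 255 genes read in 1 line only might come in runs of neighbours missing from a line. On the chromosomes, 18 of 253 had a neighbour of the same kind, against a mean of 1.91 and a highest count of 13 in 10000 shuffles (permutation p = 0.0001, the smallest they can give), in 9 runs of 2 genes. Of all such genes, 46.3% were read in ‘FT’ only (exact 95% interval 40.0% to 52.6%), so a reference closer to ‘FT’ cannot be told apart from an equal share. A minimum of 10 gives 43.9% (40.3% to 47.6%), and, with at most 3 reads as absent, 45.4% (42.6% to 48.2%), both against such a reference, and of 200 gives 54.5% (36.4% to 71.9%), while mapped reads, 91.82% to 92.56% in ‘FT’ and 89.84% to 90.07% in ‘CX001’, go with one. What stays open is whether runs are absent from a genome, differ in sequence from the reference or are silent, and tandem copies that change together would also give runs.

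BraA09g066480.3C kept 40 to 46 reads in ‘CX001’, 0.0846% of its ‘FT’ mean, which could be reads carried over between libraries or shared with paralogs. If ‘FT’ reads carried over set a lower limit in ‘CX001’, no gene with a mean of at least 1000 in ‘FT’ should lie below that percent. By the upper limits of their counts, 0 did (lowest *LTP4*, BraA02g011070.3C, 0.0225% with an upper limit of 0.112%). Only 6 lay under 0.15%, BraA09g066480.3C itself among them, so few genes could have shown otherwise. Besides it and *LTP4*, these lay at 0.0787% to 0.132%. The count was limited to genes high in ‘FT’ after the values were seen. In the other direction, 2 genes with a mean of at least 1000 in ‘CX001’ had upper limits in ‘FT’ below 0.0846%. These were BraA04g015030.3C (0.0732%) and BraA03g008670.3C (0.0692%), both at 0 in ‘FT’. Whether carry-over differs between the directions was not tested. The mean of BraA09g066480.3C in ‘CX001’ was 8.66% of the sum over the 5 other genes matched to *CER1* or *CER1-like 2*, between the limits set for either outcome. Carry-over from ‘FT’ thus stays open, and shared reads cannot be told apart from their absence. Low expression of the gene itself was not tested, and the paper's own PCR, which did not amplify the gene from ‘CX001’, and its RT-PCR, which found no transcript in the organs tried, run against it.

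Some auxin response genes were higher (8 of 19) and some pathogen response genes lower (7 of 18) in ‘CX001’, list shifts that hold in 2 and in 0 of 5 alternatives and may reflect how stems were sampled. Xylem markers with a mean of at least 10 had a median log2 fold change of 1.38, as a larger share of xylem would need, though xylem genes can also rise within the same cells. For time of day, the 3 dawn genes had a median of 0.41 and the 10 evening genes lay between -6.58 and 1.90 (median -0.02), so a shift cannot be told apart from its absence. The tables argue against neither. The genetic backgrounds of 2 different crop types remain a further explanation, which was not tested and which a comparison of 2 lines cannot separate.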

How the results depend on the processing

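Tests with means of at least 200, correlation 0.05, ranks, all genes, rule-only members and at most 3 reads were chosen after the data were seen. No paired analysis was possible because the table holds only means per line (FPKM per library, from Table S10, were used for its 14 genes alone, and no source pairs the libraries). For the same reason these alternatives, set before the data were examined, were not run: DESeq2, RLE and upper-quartile scaling, count filters, leaving out libraries, a replicate block, glmTreat, FPKM models, estimated correlations, fry, DESeq2 calls for terms, library distances, and absence by FPKM or by at most 1 count per library. Other splits of the libraries could not be counted either. Of 165 named genes, 10 calls were lost at adjusted p under 0.01, 39 at means of at least 200 and 0 after re-adjustment over genes with a mean of at least 10, while 2 were gained with no fold minimum and 3 with unadjusted p. The direction of 7 lists turned, none of them past 0.05 in either setting. By the rule alone these were suberin (adjusted p = 0.968), flowering time (adjusted p = 0.439), epidermis (adjusted p = 0.834) and dividing cells (adjusted p = 0.331). Without the most changed member they were the alcohol and ester branch (adjusted p = 0.959), regulators (adjusted p = 0.959), heat shock (adjusted p = 0.959) and epidermis (adjusted p = 0.993).

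Means of at least 200 leave 3418 changed genes (1579 higher, 1839 lower) and 5 of Table S10, because fewer genes enter. Lists past 0.05 numbered 0 at correlation 0.05, 1 over all genes, 0 with members by the rule alone and 0 without the most changed member. The pathogen response list had adjusted p = 0.175 (correlation 0.05), adjusted p = 0.0544 (ranks), adjusted p = 0.0511 (all genes), adjusted p = 0.0926 (rule alone) and adjusted p = 0.194 (without the most changed). The auxin list had adjusted p = 0.175 (correlation 0.05), adjusted p = 0.0648 (rule alone) and adjusted p = 0.115 (without the most changed), and passed over all genes (adjusted p = 0.0142) and by ranks (adjusted p = 0.00217). Calling genes by unadjusted p, a setting chosen after the data were seen for terms, added anthocyanin biosynthesis (adjusted p = 0.0235) and glycosaminoglycan degradation (adjusted p = 0.0491). By ranks, the xylem markers passed with the same value. With no fold minimum, 4 terms passed for higher genes in place of 10, and the cause was not tested. Those lost include rises of heme binding (adjusted p = 0.184), of the oxidation-reduction process (adjusted p = 0.102), of starch and sucrose metabolism (adjusted p = 0.548) and of galactose metabolism (adjusted p = 0.104), all by Fisher's exact test. Genes read only in ‘FT’ numbered 324, 18 and 217, and only in ‘CX001’ 414, 15 and 229, at a minimum of 10, of 200 and with at most 3 reads. Of 20 genes before BraA09g066480.3C, 2 passed. Low means limit folds: 849 changed genes have a line at 0.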

Differences from the paper's values

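The settings compared here were set for calling genes before the data were examined, and of them only that with no fold minimum was also set for terms and pathways. The use of the others on terms was chosen after the values were seen. For lipid biosynthetic process the paper gives 40 changed genes, 26 up and 14 down, against 8, 7 and 1 here, and no alternative run reaches the paper's values. For oxidoreductase activity the paper gives 408, 201 and 207, against 187, 97 and 90. With no fold minimum the count of all and of lower genes lies within 1.5 times the paper's, and that of higher genes does not, nor does any count under unadjusted p, adjusted p under 0.01 or the re-adjusted filter. For carbohydrate metabolic process the paper's supplement gives 99 up and 37 down, against 52 and 24. No fold minimum brings both within 1.5 times, unadjusted p, chosen for terms after the values were seen, only the lower genes, and the other 2 settings neither. For anthocyanin biosynthesis the paper's supplement gives 2 genes down, against 0. Unadjusted p and the re-adjusted filter, both chosen for terms after the values were seen, each give 2, and drop 0 and 866 of the genes the authors' deposited table lists as changed. The settings with no fold minimum and with adjusted p under 0.01 do not. Counts here use direct annotations of the authors' deposited table only. With unadjusted p, which gives the paper's 8202 changed genes, iron ion binding had 96 against its 98 and oxidation-reduction process 338 against 344. At that setting lipid biosynthetic process had 9 against 40 and oxidoreductase activity 202 against 408. The threshold alone thus does not explain those last gaps. Counts near the paper's with no fold minimum are at a threshold it does not state. Whether the paper counted genes through parent terms was not tested.

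The paper's 8202 changed genes, 3927 up and 4275 down, are reached with unadjusted p under 0.05 and the fold minimum, while its methods state q. The stated criteria give 7372, 3452 and 3920. The paper's text has *CER2* (BraA01g015290.3C) higher in ‘CX001’, and its log2 fold change is -1.71. The paper's own mean FPKM of *CER2* in Table S10 also fall, from 79.8 in ‘FT’ to 23.6 in ‘CX001’. The paper also has *CYTB5-C* (BraA04g032210.3C) higher, which did not pass in any setting run (adjusted p = 0.204 in the authors' deposited table). For wax-related genes it reports qRT-PCR patterns that follow its RNA-seq, which were not examined here. It counts BraA01g017490.3C as higher, which passes only by unadjusted p (adjusted p = 0.124 in the authors' deposited table). It calls BraA09g066480.3C not expressed in ‘CX001’, where 40 to 46 reads lie behind its mean, 0.0846% of that in ‘FT’. Where these reads come from stays open, so they are not evidence of expression. The paper's PCR did not amplify the gene from ‘CX001’, and its RT-PCR found no transcript there. Its text assigns the clean reads of each line to the other, since Table S7 sums to 131186308 for ‘CX001’ and 120734332 for ‘FT’. The 12 genes it counts as lower in the wax pathway are listed under the IDs of its 7 higher genes, and the 12 that fell here are others.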

Other observations

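Genes of flowering time moved in both directions, with 7 of 29 higher, 6 lower and 16 that did not pass (7 and 7 when adjusted over the list alone). Of 4 genes matched to *FLC*, a repressor of flowering, 3 fell and 1 rose. The *FLC* match BraA02g003340.3C went from 679 to 246 (log2 fold change -1.46) in the authors' deposited table, and *SOC1* (BraA04g031640.3C), a promoter of flowering, from 843 to 12.5 (-6.08). The *MAF1* match BraA02g044910.3C went from 24.0 to 196 (3.03) and *SVP* (BraA04g016520.3C) from 185 to 526 in that table. Of 25 clock genes, 3 rose, 4 fell and 18 did not pass, also over the list alone, among them *ELF3* (BraA04g019090.3C) from 574 to 71.7 in the authors' deposited table.

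Of 19 water deficit and abscisic acid response genes, 3 rose, 7 fell and 9 did not pass, also over the list alone. The *NCED3* matches BraA01g037270.3C and BraA03g036470.3C, for an enzyme of abscisic acid synthesis, went from 335 to 9.26 and from 292 to 9.86 in the authors' deposited table. Of 13 jasmonate genes, 0 rose and 4 fell (0 and 5 over the list alone), with *MYC2* (BraA05g023030.3C) from 3234 to 946. Of 28 glucosinolate genes, 1 rose and 4 fell, also over the list alone, with *MYB28* (BraA02g043150.3C), an activator of aliphatic glucosinolates, from 1083 to 8.09. Of 12 anthocyanin and flavonoid genes, 1 rose and 3 fell, also over the list alone, with *ANS* (BraA03g050560.3C) from 173 to 20.5, values of the authors' deposited table. Of 11 markers of dividing cells, 3 rose and 0 fell, and of 7 heat shock genes, 0 rose and 1 fell, also over the lists alone. None of these lists passed as a set by limma's camera, with adjusted p = 0.87 for flowering time, adjusted p = 0.49 for the clock, adjusted p = 0.19 for water deficit and adjusted p = 0.31 for jasmonate. For the other 4 they were adjusted p = 0.30, adjusted p = 0.62, adjusted p = 0.79 and adjusted p = 0.87, in the order given, and phloem and epidermis markers had adjusted p = 0.54 and adjusted p = 0.87. Photosynthetic markers had adjusted p = 0.87. The 9 floral and 4 root markers, with 0 changed, had too few expressed members for a test.

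BraA09g003690.3C, the ID the paper gives to the gene in the sequence replacing the A09 end, is matched in the authors' deposited table to *Expansin-A5* and had 1382 and 2073 (log2 fold change 0.58, adjusted p = 0.051). That ID may not name the same gene in the table's annotation, and it did not pass with no fold minimum either, where 10439 genes did.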
